# Cross-Talk in the Female Rat Mammary Gland: Influence of Aryl Hydrocarbon Receptor on Estrogen Receptor Signaling

**DOI:** 10.1289/ehp.1509680

**Published:** 2015-09-15

**Authors:** Janina Helle, Manuela I. Bader, Annekathrin M. Keiler, Oliver Zierau, Günter Vollmer, Sridar V. Chittur, Martin Tenniswood, Georg Kretzschmar

## Abstract

**Background:**

Cross-talk between the aryl hydrocarbon receptor (AHR) and the estrogen receptor (ER) plays a major role in signaling processes in female reproductive organs.

**Objectives:**

We investigated the influence of the AHR ligand 3-methylcholanthrene (3-MC) on ER-mediated signaling in mammary gland tissue of ovariectomized (ovx) rats.

**Methods:**

After 14 days of hormonal decline, ovx rats were treated for 3 days with 4 μg/kg 17β-estradiol (E2), 15 mg/kg 8-prenylnaringenin (8-PN), 15 mg/kg 3-MC, or a combination of these compounds (E2 + 3-MC, 8-PN + 3-MC). Whole-mount preparations of the mammary gland were used to count terminal end buds (TEBs). Protein expression studies (immunohistochemistry, immunofluorescence), a cDNA microarray, pathway analyses, and quantitative real-time polymerase chain reaction (qPCR) were performed to evaluate the interaction between AHR- and ER-mediated signaling pathways.

**Results:**

E2 treatment increased the number of TEBs and the levels of Ki-67 protein and progesterone receptor (PR); this treatment also changed the expression of 325 genes by more than 1.5-fold. Although 3-MC treatment alone had marginal impact on gene or protein expression, when rats were co-treated with 3-MC and E2, 3-MC strongly inhibited E2-induced TEB development, protein synthesis, and the expression of nearly half of E2-induced genes. This inhibitory effect of 3-MC was partially mirrored when 8-PN was used as an ER ligand. The anti-estrogenicity of ligand-activated AHR was at least partly due to decreased protein levels of ERα in ductal epithelial cells.

**Conclusion:**

Our data show transcriptome-wide anti-estrogenic properties of ligand-activated AHR on ER-mediated processes in the mammary gland, thereby contributing an explanation for the chemopreventive and endocrine-disrupting potential of AHR ligands.

**Citation:**

Helle J, Bader MI, Keiler AM, Zierau O, Vollmer G, Chittur SV, Tenniswood M, Kretzschmar G. 2016. Cross-talk in the female rat mammary gland: influence of aryl hydrocarbon receptor on estrogen receptor signaling. Environ Health Perspect 124:601–610; http://dx.doi.org/10.1289/ehp.1509680

## Introduction

To evaluate the influence of endocrine-disrupting natural compounds or selective estrogen receptor modulators, it is crucial to understand the underlying mechanisms. This study was designed to investigate the impact of ligand-activated aryl hydrocarbon receptor (AHR) on ligand-activated estrogen receptor (ER) signaling pathways in the rodent mammary gland.

The AHR is a ligand-dependent transcription factor that belongs to the basic helix-loop-helix/Per-Arnt-Sim (bHLH/PAS) family (Hankinson 1995; Matsumura and Vogel 2006; Mimura and Fujii-Kuriyama 2003; Poellinger 2000). The best-characterized ligands for the AHR are planar hydrophobic molecules, including many environmental contaminants such as halogenated aromatic hydrocarbons (HAHs) and polycyclic aromatic hydrocarbons (PAHs) (reviewed by Denison et al. 2002). After ligand binding, AHR translocates to the nucleus, dimerizes with its partner protein, aryl hydrocarbon receptor nuclear translocator (ARNT), and the AHR/ARNT-heterodimer binds to xenobiotic response elements (XREs), inducing gene expression for drug-metabolizing enzymes such as CYP1A1 and CYP1B1 (Beischlag et al. 2008; Larsen et al. 1998; Whitlock et al. 1996). In addition to its major role in xenobiotic metabolism, the AHR is involved in the regulation of cell proliferation, apoptosis, adipose differentiation, tumor suppressor functions, immune cell differentiation, and reproductive function (Hernández-Ochoa et al. 2009; Kerkvliet 2002; Puga et al. 2009). The physiological consequences of these actions on individual tissues have not yet been fully elucidated. In the mammary gland, the AHR is dispensable for development (Le Provost et al. 2002), but this receptor appears to be an important factor in the regulation of proliferation because in AHR-null mice, the number of terminal end buds (TEBs) is reduced by 50% during estrous-stimulated growth (Hushka et al. 1998). These AHR-mediated responses in the mammary gland are most likely due to cross-talk between AHR and steroid receptors, including ERα, ERβ, and androgen receptor (AR), as has been reported for cell lines and mouse uterus (Beischlag and Perdew 2005; Matthews et al. 2005; Ohtake et al. 2003, 2007, 2008). How ligand-activated AHR influences ER signaling on a molecular level remains unclear. Several different mechanisms have been proposed, including direct binding to ERs, competition between the AHR/ARNT complex and the ER for common cofactors (p300, p160, CBP), induction of CYPs by activated AHR leading to enhanced E2 metabolism, and proteasomal degradation of the ER triggered by liganded AHR (for an overview, see Shanle and Xu 2011; Swedenborg and Pongratz 2010).

PAHs are widespread AHR ligands that mainly form in the process of incomplete combustion and are therefore abundant constituents of exhaust fumes from cars and factories as well as of cigarette smoke. Because the synthetic PAH 3-methylcholanthrene (3-MC) has a carcinogenic potential that is higher than that of most other PAHs such as benzo[*a*]pyrene, it is frequently employed to induce tumor formation in mice (Chen et al. 2015; Rymaszewski et al. 2014). Furthermore, 3-MC is frequently used in studies investigating AHR signaling because it is known to be a strong activator of AHR (Riddick et al. 1994). In addition, 3-MC is readily metabolized, further decreasing its effectiveness regarding the activation of AHR *in vivo*, whereas other AHR ligands such as 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) are extremely persistent (Riddick et al. 1994). This characteristic makes 3-MC a suitable model to study effects of PAHs on ER signaling. In this paper, we describe the *in vivo* effects of E2, 3-MC, and E2 + 3-MC on transcriptional and translational regulation of mRNA and protein levels to develop a mechanistic understanding of the interactions between AHR- and ER-mediated signaling pathways in the rat mammary gland in a physiological context. We have used a transcriptome-based approach to characterize ER- and AHR-regulated genes and the overall expression change triggered by their respective receptors. Additionally, we treated rats with the potent phytoestrogen 8-prenylnaringenin (8-PN) (Milligan et al. 1999; Zierau et al. 2008) either alone or in co-treatment with 3-MC.

## Methods

*Substances.* 17β-Estradiol (E2) and 3-methylcholanthrene (3-MC) were purchased from Sigma-Aldrich. 8-Prenylnaringenin (8-PN) was synthesized from naringenin as described previously (Gester et al. 2001). The purity of the compound was assessed to be > 99% by gas chromatography and high-performance liquid chromatography (HPLC). 8-PN was used as a racemic mixture.

*Animals.* Young adult female Lewis rats (200 g) were maintained under controlled conditions of temperature (20 ± 1°C, relative humidity 50–80%) and illumination (12 hr light, 12 hr dark). Animals were housed in open cages (Tecniplast) with four to six animals per cage. A mixture of Lignocell wood chips and Rehofix corncob granules (JRS Rettenmaier & Söhne) was used for bedding. All rats had free access to standard phytoestrogen-free rat diet (Teklad Global Diet) and water. Animals used in this study were treated humanely and with regard for the alleviation of suffering. The experimental design complied with the ARRIVE guidelines published by the National Centre for the Replacement, Refinement and Reduction of Animals in Research (https://www.nc3rs.org.uk/). All procedures were approved by and carried out according to the institutional and state Animal Care and Use Committee guidelines mandated by the German federal law for animal welfare.

*Three-day* in vivo *assay.* Approximately 10-week-old rats were bilaterally ovariectomized (ovx). Fourteen days after ovx, rats were treated subcutaneously with the test compounds (E2, 3-MC, E2 + 3-MC, 8-PN, and 8-PN + 3-MC) in the same room in which the animals were housed. The animals were treated 2 hr after the start of the light period of the day; three treatments were administered at intervals of 24 hr. E2 was administered at 4 μg/kg body weight (BW)/day, and 3-MC and 8-PN were administered at 15 mg/kg BW/day. The combination doses for E2 + 3-MC were 4 μg/kg BW + 15 mg/kg BW, respectively, and the doses for 8-PN + 3-MC were 15 mg/kg BW + 15 mg/kg BW, respectively. The substances were dissolved in a dimethyl sulfoxide (DMSO)/castor oil mixture that also served as the negative control (hereafter referred to as vehicle). The animals were randomly selected for treatment and vehicle groups (E2 group, *n* = 13; vehicle group, *n* = 11; other treatment groups, *n* = 6). The animals were sacrificed by CO_2_ inhalation subsequent to a light O_2_/CO_2_ anesthesia 24 hr after the final treatment, and necropsies were performed. A whole mount of the 4th right mammary gland was prepared, and the 4th left mammary gland was excised and fixed in 4% paraformaldehyde before embedding in paraffin. The 2nd, 3rd, and 5th mammary glands from both sides were snap-frozen in liquid nitrogen for RNA preparation.

*RNA preparation.* Total cytoplasmic RNA was extracted from the mammary gland tissue by the standard TRIzol® method (Life Technologies). The quality and the concentrations of the preparations of total RNA were determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific) and an Agilent Bioanalyzer (Agilent Technologies).

*mRNA microarray analyses.* Total RNA (100 ng) from three rats per treatment group (vehicle, E2, 3-MC, E2 + 3-MC) that was deemed to be of good quality [RNA integrity number (RIN) ≥ 7] was processed according to the standard Affymetrix Whole Transcript Sense Target labeling protocol. The fragmented biotin-labeled cDNA was hybridized for 16 hr to Affymetrix Gene 1.0 ST arrays and scanned on an Affymetrix Scanner 3000 7G using AGCC software (Affymetrix, Inc.). The resulting CEL files were analyzed for quality using Affymetrix Expression Console software and were then imported into GeneSpring GX11.5 (Agilent Technologies). The data were quantile-normalized using the Probe Logarithmic Intensity Error (PLIER) method and baseline-transformed to the median of the control samples. The probe sets were further filtered to exclude the bottom 20th percentile across all samples. The resulting entity list was subjected to an unpaired *t*-test with Benjamini–Hochberg false discovery rate correction and a 1.5-fold filter to identify differentially expressed transcripts between conditions at a *p*-value < 0.05. Pathway analysis and functional annotation clustering of E2-regulated genes (*p*-value < 0.05) were performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.7 (Huang et al. 2009). All data have been deposited in the Gene Expression Omnibus (GEO, accession number GSE64636; Edgar et al. 2002).

qPCR *validation of microarray data.* Changes in mRNA identified by microarray were validated using five to six independent biological replicates. Reverse transcription PCR reactions were performed with 1.5 μg total RNA using Taqman® Reverse Transcription Reagents (Applied Biosystems) to synthesize cDNA for mRNA expression analysis. qPCR analyses were performed according to a previously described protocol (Wang WL et al. 2011) and were analyzed as follows using the ABI 7900HT Fast Real-Time PCR System (Applied Biosystems): first denaturing cycle at 95°C for 3 min, then 95°C for 15 sec, 60°C for 10 sec, and 72°C for 20 sec, repeated for 40 cycles. Fluorescence was quantified at the end of the 72°C annealing step, and the amplicon specificity was confirmed by a melting curve analysis (60–95°C). Primer sequences are summarized in the Supplemental Material (Table S1). The relative mRNA amounts of target genes were calculated after normalization to an endogenous reference gene (ribosomal protein S18). The results were obtained using the 2^–ΔΔCT^ method (Pfaffl 2001) and are expressed as relative amounts of mRNA compared with those of the vehicle-treated animals.

*Mammary gland whole-mount preparations.* Whole-mount preparations were performed as previously described (de Assis et al. 2010). After staining with Carmine Alum (0.2% carmine, 0.5% aluminum potassium sulfate), the samples were coated with polyacrylate, placed in a water-filled petri dish, and viewed under a stereomicroscope (Stemi DRC, Carl Zeiss AG) to count the number of terminal end buds (TEBs). The TEBs of at least six animals from every treatment group were counted.

*Immunohistochemistry.* Dissected mammary tissue was fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at 3 μm. Antigen retrieval was performed with 10 mM Tris-EDTA, pH 9 at 60°C overnight. Proteins of interest were stained using the IHC Select^TM^ Immunoperoxidase Secondary Detection System (Millipore) according to the manufacturer’s protocol. Three primary antibodies [anti-progesterone receptor (PR) (1:350; Thermo Fisher Scientific), anti-Ki-67, a cell proliferation marker (1:150; Abcam), and anti-AHR (1:250; Abcam)] were diluted in 5% filtered skim milk powder in phosphate-buffered saline (PBS) and incubated for 1 hr at room temperature (18–20°C) in a humidified chamber. Sections were counterstained with hematoxylin (Carl Roth). The samples were visualized using a Keyence BZ-8100E (Keyence) microscope. To quantify Ki-67– and PR-positive cells, ≥ 500 luminal epithelial cells from each of five or more animals per group were analyzed and scored using ImageJ 1.47 (Schneider et al. 2012). AHR expression was quantified by measuring the 3,3´-diaminobenzidine (DAB) staining intensity of luminal epithelial cells normalized to that of the negative control group using ImageJ 1.47 (Schneider et al. 2012). For fluorescent ERα staining, tissue sections were blocked with 5% bovine serum albumin/tris-buffered saline (BSA/TBS) + 0.1% Triton X-100 for 1 hr at room temperature in a humidified chamber. Primary anti-ERα antibody (1:250; Abcam) was diluted in 2.5% BSA/TBS, and the tissue sections were incubated overnight at room temperature. After washing with TBS, sections were incubated with CruzFluor™ 488 conjugated goat-anti rabbit secondary antibody (1:200 in 2.5% BSA/TBS; Santa Cruz Biotechnology) for 1 hr. Sections were mounted with Mowiol® (Carl Roth) and counterstained with diamidino-2-phenylindole (DAPI; 1:250; Santa Cruz). An Axiovert 100 microscope with a Colibri.2 LED illumination system (Carl Zeiss AG) was used to visualize the fluorescence-stained mammary gland epithelial cells. Magnification and exposure time were set identically to identify fluorescence intensity differences between treatment groups. The fluorescence intensity per duct was measured and normalized to that of the negative control group using ImageJ 1.47 (Schneider et al. 2012).

*Statistical analysis.* The data are presented as the arithmetic mean ± standard deviation (SD) for immunohistochemistry and qPCR data or as the median with percentiles (25–75%) for TEB count and immunofluorescence data. Statistical analysis included one-way analysis of variance (ANOVA) followed by the Bonferroni post hoc test to determine significant differences for the qPCR results, TEB count, immunohistochemistry, and immunofluorescence in the mammary gland. The results were considered to be statistically significant at *p* ≤ 0.05.

## Results

The affinity of 3-MC for the AHR is somewhat lower than that of the prototypical ligand TCDD. The half-maximal inhibitory concentration (IC_50_) of 3-MC in a competitive ligand-binding assay is ~4-fold higher than that of TCDD, and the concentration of 3-MC necessary to induce *Cyp1a1* mRNA expression is between 10- and 100-fold higher (Riddick et al. 1994). We therefore opted for a much higher treatment dose of 15 mg 3-MC per kg body weight per day than the dose typically used for treatment with TCDD. This dose is similar to that used in many other studies of 3-MC as an AHR ligand (Deb and Bandiera 2010; Göttlicher and Cikryt 1987; Kondraganti et al. 2005).

*Effects of 3-MC on terminal end bud development.* To determine the nature of the interaction between the ligand-activated AHR and ER pathways, we assessed the effects of treating ovx rats for 3 days with E2 and 3-MC, alone or in combination, on the number of TEBs in whole-mount preparations of the mammary gland (Figure 1A). Quantitation of these data is presented in Figure 1B. The number of TEBs was significantly increased in estradiol-treated rats (46.2 ± 18.2) compared with vehicle-treated controls (8.1 ± 3.5). Differences in TEB numbers were also significant between 3-MC– (11.8 ± 2.9) and vehicle-treated controls, albeit to a far lesser extent. Co-treatment with E2 and 3-MC significantly reduced the number of TEBs compared with treatment with E2 alone (29.2 ± 9.5), although the number of TEBs remained higher than in the 3-MC–treated animals. These data suggest that the liganded AHR pathway attenuates, but does not completely block, E2 signaling mediated by the ER.

**Figure 1:**
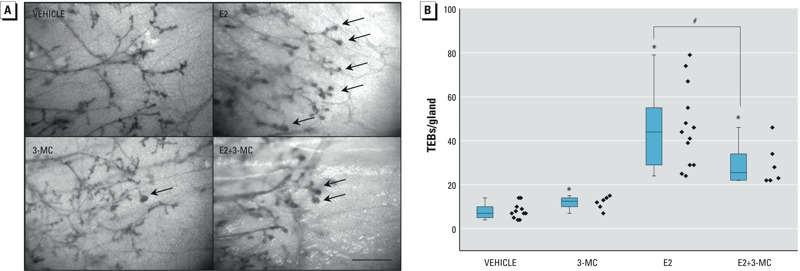
Effects of 17β-estradiol (E2) and 3-methylcholanthrene (3-MC), alone and in combination, on terminal end bud (TEB) formation in ovariectomized (ovx) rats. Ovx rats were treated with E2, 3-MC, E2 + 3-MC, or vehicle control for 3 days. Mammary gland whole mounts were prepared and stained as described in “Methods.” (*A*) Representative TEB formation in mammary whole mounts from each treatment group. Arrows highlight TEBs. Magnification scale: 500 μm. (*B*) Quantification of the effects of E2 and 3-MC, alone and in combination, on TEB formation. Diamonds represent individual animals; boxes indicate 25th to 75th percentiles, and the horizontal lines indicate the median. The whiskers indicate the highest and the lowest measured values partitioned by the median. *Significant differences (*p* < 0.05) from vehicle control [one-way analysis of variance (ANOVA)]. #Significant differences (*p* < 0.05) from E2 treatment alone (one-way ANOVA).

*Protein levels of ER*α *and AHR.* To determine whether the effect of 3-MC on E2 stimulation of TEB formation was the result of changing receptor levels, we assessed the status of ERα and AHR in the mammary gland. The relative mRNA levels of the ER (*Esr1, Esr2*) and of *Ahr* were not significantly different in any of the treatment groups as measured by qPCR (see Supplemental Material, Figure S1). The steady-state protein levels of ERα were significantly increased in the ductal epithelial cells after treatment with E2 alone compared with levels in the vehicle control group (Figure 2A,B). In contrast, 3-MC alone caused a significant decrease in the relative fluorescence intensity compared with that of the vehicle control, and 3-MC further abrogated the effect of E2 on ERα expression when co-administered (Figure 2B). This finding suggests that 3-MC exerts a strong anti-estrogenic effect by down-regulating ERα expression. In contrast, neither 3-MC nor E2 induced any significant changes in the AHR protein in ductal epithelial cells of the mammary glands, either alone or in combination (Figure 2C; vehicle, 100 ± 17.7% relative fluorescence intensity; E2 98.9 ± 10.1% relative fluorescence intensity; 3-MC 96.8 ± 15.2% relative fluorescence intensity; E2 + 3-MC 99.3 ± 7.4% relative fluorescence intensity).

**Figure 2:**
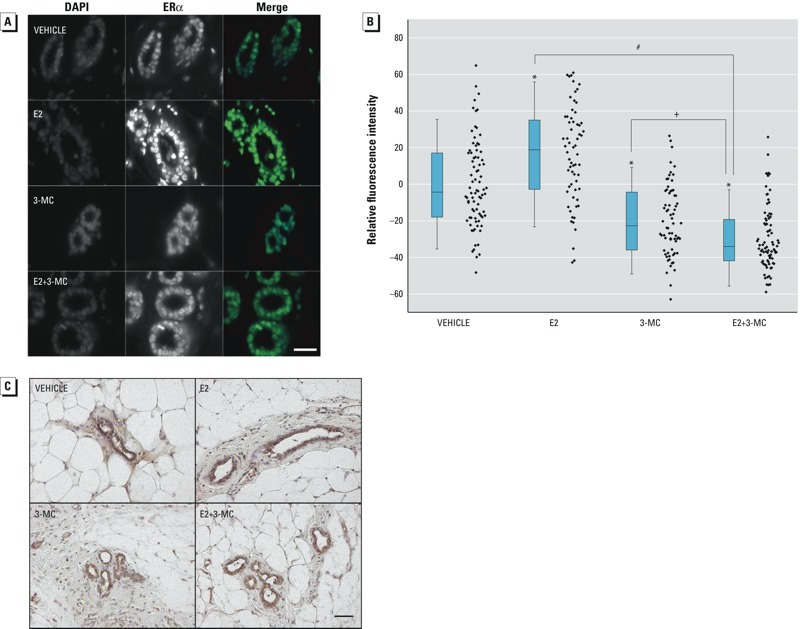
Effects of 17β-estradiol (E2) and 3-methylcholanthrene (3-MC), alone and in combination, on estrogen receptor alpha (ERα) and aryl hydrocarbon receptor (AHR) status in mammary glands from ovariectomized (ovx) rats. Ovx rats were treated with E2, 3-MC, E2 + 3-MC, or vehicle control for 3 days. (*A*) Representative expression of ERα in mammary glands from each treatment group. Tissue sections were prepared for immunofluorescence microscopy as described in “Methods.” Magnification scale: 30 μm. DAPI, diamidino-2-phenylindole. (*B*) Quantification of the effects of E2 and 3-MC, alone and in combination, on ERα expression in the mammary glands of 6 animals per treatment group. Fluorescence intensity per duct was measured as described in “Methods” and normalized to the vehicle control. Diamonds represent individual ducts; boxes show the 25th and 75th percentiles, and the horizontal lines indicate the median. The whiskers mark the standard deviation for each treatment group. (*C*) Representative immunohistochemical staining for AHR in mammary gland ducts labeled with an antibody against AHR for each treatment group. Paraffin-embedded sections were prepared for immunohistochemistry using 3,3’-diaminobenzidine (DAB) as described in “Methods.” Magnification scale: 50 μm. *Significant differences (*p* < 0.05) from vehicle control [one-way analysis of variance (ANOVA)]. #Significant differences (*p* < 0.05) from E2 treatment alone (one-way ANOVA). +Significant differences (*p* < 0.05) from 3-MC treatment alone (one-way ANOVA).

*Effects of 3-MC on* Ki-67 *and* PR *expression.* To investigate the cellular mechanisms responsible for the anti-estrogenic effects of 3-MC, we examined the expression of the proliferation marker *Ki-67* and of *PR*, a classical E2-regulated target in the mammary ductal epithelium (Haslam and Shyamala 1979). As shown in Figure 3A,C, the percentage of ductal epithelial cells expressing *Ki-67* increased from 1% in the vehicle-treated control animals to 44.9% after 3 days of E2 treatment. 3-MC alone did not increase *Ki-67* expression, but it completely attenuated E2-induced expression of *Ki-67* (4%). Similarly, treatment with E2 increased the number of PR-positive epithelial ductal cells to 53%. However, although co-administration of 3-MC significantly reduced PR-positive epithelial ductal cells to 40% (Figure 3D), it did not completely abrogate the E2-induced increase in PR levels. These data suggest that although many of the effects of 3-MC on E2 regulation of tissue growth may be attributable to its effects on ER levels, some of the physiological effects of ER are more sensitive to 3-MC than others.

**Figure 3:**
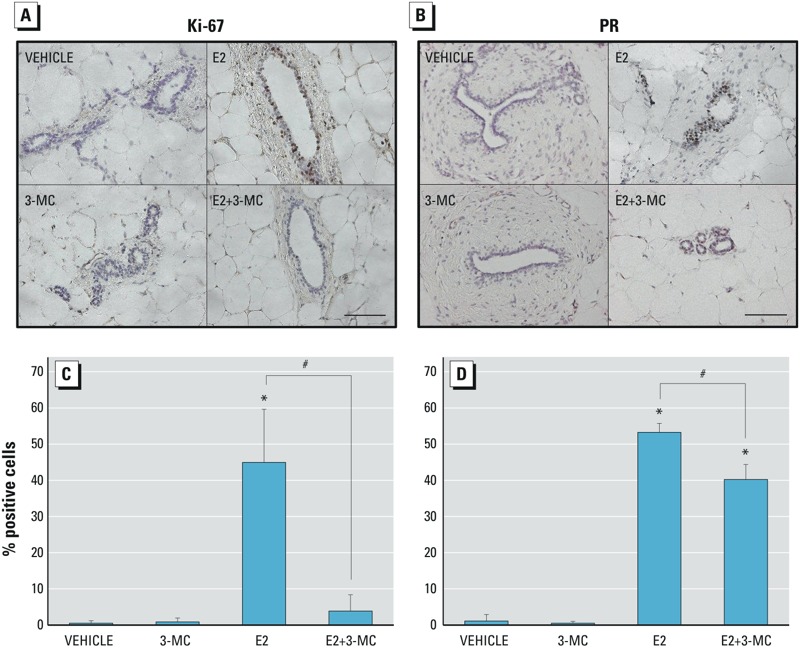
Ki-67 and progesterone receptor (PR) protein expression in the mammary gland. Ovariectomized (ovx) rats were treated with 17β-estradiol (E2), 3-methylcholanthrene (3-MC), E2 + 3-MC, or vehicle control for 3 days. Paraffin-embedded sections were prepared for immunohistochemistry using 3,3’-diaminobenzidine (DAB) as described in “Methods.” Paraffin-embedded sections of rat mammary glands from each treatment group were stained with DAB using antibodies against Ki-67 (*A*) or PR (*B*) and counterstained with hematoxylin. Magnification scale: 50 μm. (*C*,*D*) Quantification of the effects of E2 and 3-MC, alone and in combination, on Ki-67 and PR protein levels. The number of positively stained epithelial cells were counted and normalized to the total number of epithelial cells; ≥ 500 cells were evaluated per animal, and five to six animals were used per treatment group. Data are presented as the arithmetic mean ± SD. *Significant differences (*p* < 0.05) from vehicle control [one-way analysis of variance (ANOVA)]. #Significant differences (*p* < 0.05) from E2 treatment alone (one-way ANOVA).

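RNA from the mammary glands of 12 ovariectomized Lewis rats was measured, 3 rats in each of 4 groups that received vehicle, E2, 3-MC or E2 + 3-MC. E2 was given at 4 μg per kg per day and 3-MC, a polycyclic aromatic hydrocarbon that binds the AHR, at 15 mg per kg per day. The rats received 3 treatments and the glands were taken 24 hr after the last one, while the sample labels give the treatment time as 48 h. RNA from whole glands holds the transcripts of epithelium, fat, connective tissue, vessels and immune cells together. Each rat's RNA was hybridized to its own Affymetrix rat gene array. The authors' values are linear signal intensities summarized with PLIER. The methods name quantile normalization, scaling to the median of the controls and removal of the lowest 20 percent of intensities. The values analysed here still hold every probe set, do not share 1 distribution (array medians ran from 85.7 to 109.5) and are not centred on the controls. For the comparisons, 16 was added to each intensity before the log2 was taken, and the 23371 probe sets whose mean log2 value over the 12 arrays was above the 20th percentile were tested with limma in 1 model of the 4 groups. A probe set passed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 1.5-fold difference. Where several probe sets carried a gene's symbol, the 1 with the highest mean intensity stands for the gene. Fold changes are ratios of group means taken on the log2 scale, with the 16 included. The intensities printed beside them are without it, so at low signals their ratio can differ from the fold change. Across probe sets, the correlation of log2 values between any pair of arrays was 0.934 to 0.985. The number of arrays limits the precision, since an exact two-sided permutation test of 3 rats against 3 cannot give a p below 0.1.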

*Genome-wide transcriptome analysis.* The effects of E2, 3-MC, and E2 + 3-MC on gene expression in the mammary gland were assessed by cDNA microarray. A 1.5-fold change filter was used to compare the changes in expression resulting from the respective treatments (3-MC, E2, E2 + 3-MC) to the vehicle controls.

Treatment with E2 differentially modulated the expression of 325 entities (Figure 4A), including 272 entities (84%) that were up-regulated and 54 (17%) that were down-regulated compared with the vehicle-treated controls. 

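With E2, 303 probe sets were higher and 67 were lower than in the vehicle-treated rats, and the gene with the smallest adjusted p was Pgr, which encodes the progesterone receptor. Together these were 370 of the 23371 probe sets tested (81.9% higher and 18.1% lower), of which 253 carry 1 gene symbol. The number that was lower depended on the scaling, with 359 higher and 106 lower when each array was centred on its median and 384 higher of 493 (77.9%) when quantile normalization was applied again. Markers of most other cell types of the gland passed the test in few cases or none. Of 12 genes of macrophages and other myeloid cells, 1 was higher and 0 were lower, with 1 higher when adjusted over the list alone. This gene was Cd14, a receptor for bacterial lipopolysaccharide, at 968 ± 146 with vehicle and 1748 ± 232 with E2 (intensity, SD, n = 3 rats each). The median log2 change of the 12 genes was -0.36 (adjusted p = 0.553 with an estimated correlation). Of 9 endothelial genes, including Pecam1 and Cdh5, 0 passed in limma (8 were lower at an unadjusted p under 0.05, and 5 by the methods' t-test), and 2 were lower when adjusted over the list alone. Their median log2 change was -0.48 (adjusted p = 0.0799 with an estimated correlation). Of 13 genes of fibroblasts and the extracellular matrix, 0 passed in limma, while 7 were lower and 1 was higher at an unadjusted p under 0.05, and 5 and 1 by the methods' t-test. When adjusted over the list alone, 1 was higher and 1 was lower, and the median log2 change was -0.46 (adjusted p = 0.277 with an estimated correlation). Of 10 lymphocyte genes, 0 passed in limma, 0 had an unadjusted p under 0.05 and 2 were lower by the methods' t-test, with a median of -0.27 (adjusted p = 0.457 with an estimated correlation). The level of the skeletal muscle list, which holds Acta1 and Ckm, differed widely between rats of 1 group, from -3.89 to 2.20 on the log2 scale among the vehicle-treated rats. None of these 13 genes passed in limma, and 0 had an unadjusted p under 0.05 there or by the methods' t-test. The number of E2-regulated probe sets was 174 without vehicle rat 1, 228 without vehicle rat 2, 111 without E2 rat 1, 85 without E2 rat 2 and 236 without E2 rat 3. Without vehicle rats 1 or 2, E2 rats 1, 2 or 3 or E2 + 3-MC rat 1, Cd14 no longer passed (adjusted p up to 0.185).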

The expression change of the 15 genes that were most up-regulated by E2 ranged from 16-fold for beta-casein (*Csn2*) to 4-fold for kinesin family member 11 (*Kif11*) (Figure 4B). 

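Among the genes with large rises with E2 were those of milk proteins, a steroid receptor and enzymes. Csn2 (probe set 10771893, chromosome 14 of GRCr8 from 20601824 to 20609061), a major milk protein, rose 15.7-fold, from 90.0 ± 11.9 with vehicle to 1644 ± 186 with E2 (intensity, SD, n = 3 rats each). Pgr (probe set 10907976, chromosome 8 from 14354398 to 14413271) rose 14.8-fold, from 38.3 ± 7.25 to 785.0 ± 58.8. Another casein gene, Csn1s2a, rose 14.5-fold, from 66.0 ± 5.95 to 1179 ± 147. Their log2 fold changes were 3.97 (standard error 0.525, adjusted p = 0.00247 from limma), 3.89 (standard error 0.243, adjusted p = 8.91e-06) and 3.86 (standard error 0.447, adjusted p = 7.57e-04). Bco2, which cleaves carotenoids, rose 7.75-fold to 456 ± 86.4, and Tph1, the rate-limiting enzyme of serotonin synthesis outside the brain, rose 4.75-fold to 313 ± 2.54. Clca1, a secreted regulator of chloride channels, rose 4.04-fold, and Cyp2e1, a cytochrome P450 that oxidizes small molecules, rose 4.32-fold. Each of these 7 genes also passed when any 1 of the 12 rats was left out. Of 20 measured genes of milk proteins and secretory function, 7 rose and 0 fell, with 9 higher when adjusted over the list alone, and the median log2 change was 0.58 (adjusted p = 0.0709 with an estimated correlation). The count for this list was 4 without E2 rat 1. Besides the caseins, the members that rose included Muc1, a mucin of the apical membrane (log2 change 1.10), and Cel, a lipase secreted into milk (0.97). Muc1 did not pass without E2 rat 1 (adjusted p = 0.0564), and Cel did not pass without vehicle rats 2 or 3 or any 1 E2 rat (adjusted p up to 0.153). Other milk genes did not pass, such as Csn1s1 (0.20), Csn3 (0.26) and Lalba (0.49). Of 17 known targets of estrogen and progesterone, 5 rose and 0 fell (5 when adjusted over the list alone), with a median log2 change of 0.28 (adjusted p = 0.0566 with an estimated correlation). This count was 3 without E2 rat 2. Stc2, a secreted glycoprotein, rose from 102 ± 27.9 to 316 ± 46.1. Foxa1 and Gata3, transcription factors of the luminal lineage, had log2 changes of 0.99 and 0.93, but Foxa1 did not pass without E2 rat 2 (adjusted p = 0.0611), nor Gata3 without vehicle rat 1, E2 rat 1 or E2 rat 2 (adjusted p up to 0.103). In the same list, Wnt4 (0.25), Tnfsf11 (0.13) and Ccnd1 (0.41) did not pass.

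**Figure D1:**
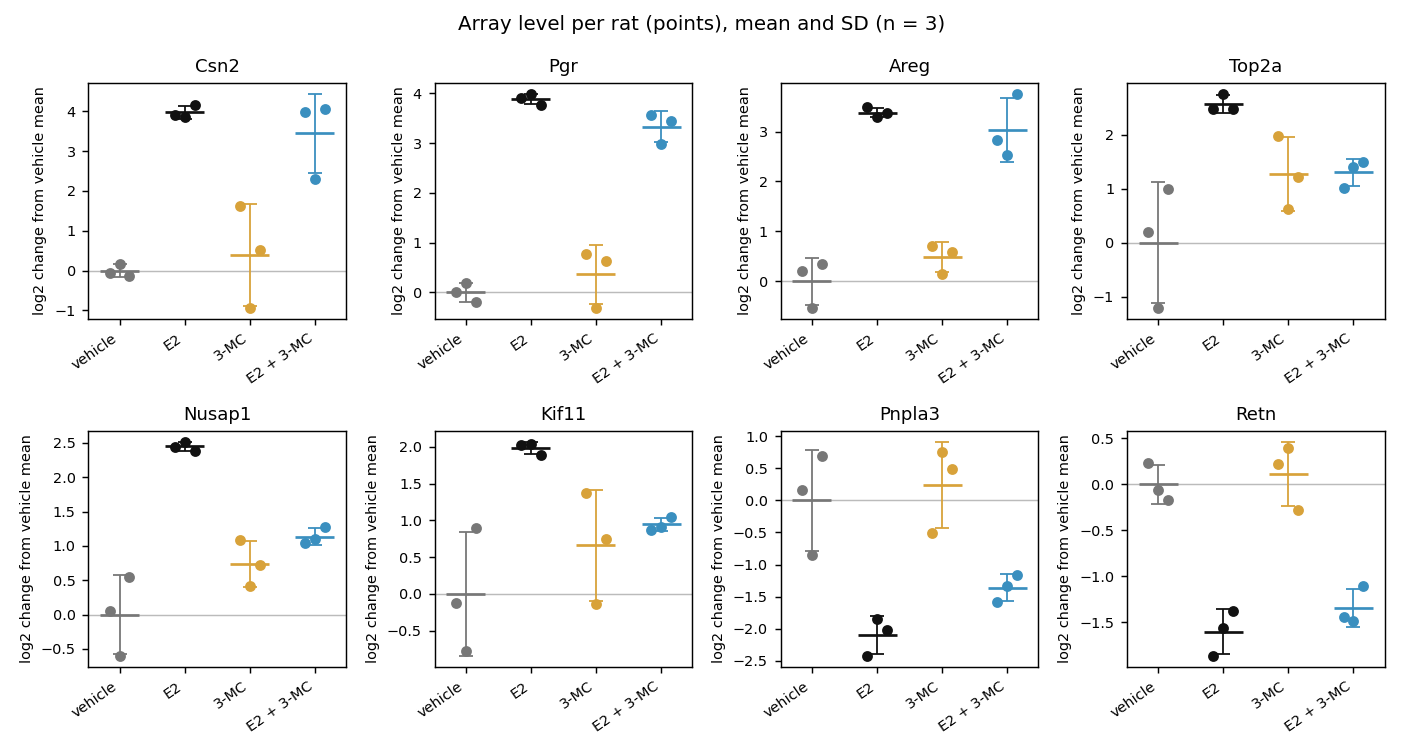
Log2 change of 8 genes from the mean of the vehicle-treated rats, in each of the 3 rats per group given vehicle, E2, 3-MC or E2 + 3-MC. Points are rats and bars are the mean and SD. In the E2 group the mean log2 change was 3.97 for Csn2 and 3.89 for Pgr.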

Although a number of genes were down-regulated by E2, the magnitude of the down-regulation was less dramatic, ranging from –4- to –2-fold for the 15 most–down-regulated genes. 

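Genes of fat metabolism and of adipocytes were among those that fell most with E2. Pnpla3 (probe set 10898203, chromosome 7 of GRCr8 from 117173485 to 117194065), a lipid-droplet protein that acts on triglycerides, fell 4.28-fold, from 547 ± 273 with vehicle to 106 ± 23.7 with E2 (intensity, SD, n = 3 rats each). Fasn, the fatty acid synthase, fell 2.33-fold, from 2817 ± 737 to 1177 ± 46.4, a log2 change of -1.22 (standard error 0.181, adjusted p = 0.00557 from limma). Acaca, the enzyme that commits acetyl-CoA to fatty acid synthesis, fell 2.61-fold, from 884 ± 307 to 314 ± 27.8. Of 19 measured genes of fatty acid and triglyceride synthesis, 12 fell and 0 rose, with 15 lower when adjusted over the list alone. The median log2 change of this list was -0.97 (adjusted p = 0.0566 with an estimated correlation), and Acacb, the paralog of Acaca that regulates fatty acid oxidation, had a log2 change of 0.56 that did not pass. The list's count was 6 without vehicle rat 1, 7 without vehicle rat 3, 6 without E2 rat 1, 4 without E2 rat 2 and 6 without E2 rat 3. Of 13 adipocyte markers, 3 fell and 0 rose (3 when adjusted over the list alone), namely Retn, Pparg, the regulator of adipocyte differentiation, and Lpl, which releases fatty acids from lipoproteins. Pparg fell by 1.02 and Lpl fell by 0.72 on the log2 scale, whereas the adipocyte markers Adipoq (-0.34), Fabp4 (-0.30) and Plin1 (-0.27) did not pass. The median of the adipocyte list was -0.31 (adjusted p = 0.167 with an estimated correlation), and its count was 1 without vehicle rat 1, E2 rat 1 or E2 rat 2, and 2 without vehicle rat 2 or E2 rat 3. Of 4 markers of brown adipocytes, 0 passed in limma (2 were lower at an unadjusted p under 0.05, and 1 by the methods' t-test), with 1 lower when adjusted over the list alone and a median of -0.51 (adjusted p = 0.195 with an estimated correlation). Of 17 genes of glucose uptake and glycolysis, 4 fell and 0 rose (5 lower when adjusted over the list alone), with a median of -0.38 (adjusted p = 0.157 with an estimated correlation). These were Slc2a4, the insulin-responsive glucose transporter, Pfkfb3, Aldoa and Pygl. The glucose list's count was 1 without vehicle rat 1 or E2 rats 1, 2 or 3, and 2 without vehicle rat 2 or E2 + 3-MC rats 2 or 3. Of 15 genes of cholesterol synthesis, 1 fell and 0 rose (2 lower when adjusted over the list alone), namely Insig1, a feedback regulator of sterol synthesis, with a list median of -0.24 (adjusted p = 0.223 with an estimated correlation). Outside these lists, Smpdl3a, a phosphodiesterase, fell from 733 ± 40.7 to 247 ± 61.6, and Rbp4, the carrier of retinol, fell from 1339 ± 167 to 582 ± 75.1. The calls of Fasn, Acaca, Slc2a4, Smpdl3a and Rbp4 held when any 1 rat was left out. Pnpla3 did not pass without E2 rat 1 (adjusted p = 0.0698), and Pparg and Insig1 did not pass without vehicle rat 1, E2 rat 1 or E2 rat 2 (adjusted p up to 0.0868 and 0.115). With E2, the endothelial list had a level of -0.53 and the fibroblast list of -0.39, against 0.66 for luminal markers (median log2 difference from vehicle). For the adipocyte (-0.34) and glucose (-0.33) lists, a change in the make-up of the gland cannot be told apart from lower expression per cell. The list of fatty acid synthesis lay lower, at -0.92.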

Pathway analyses of E2-regulated genes identified five predominant pathways [cell cycle, cell adhesion molecules, the p53 signaling pathway, pyruvate metabolism, and the insulin signaling pathway, *p* ≤ 0.05 (see Supplemental Material, Table S2)]. 

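Genes of the 4 pathways that stand beside the cell cycle in Table S2 moved in both directions with E2. Among the cell adhesion molecules, 4 of 8 measured genes rose and 0 fell, namely Cdh1, the cadherin of epithelial junctions, and the tight-junction claudins Cldn3, Cldn7 and Cldn8. The median log2 change of these 8 genes was 0.70 (adjusted p = 0.0566 with an estimated correlation), and 7 were higher and 1 was lower when adjusted over the list alone. In the p53 signaling list, 4 of 5 genes rose (5 when adjusted over the list alone) and the median was 1.79 (adjusted p = 0.0566 with an estimated correlation). Of these, Cdk1, Ccnb1 and Ccnb2 drive the entry into mitosis, and Serpinb5 encodes maspin, a serpin of epithelial cells that rose from 101 ± 9.35 to 210 ± 18.5 (intensity, SD, n = 3 rats each). The call of Serpinb5 was lost without vehicle rats 1 or 3 or any 1 E2 rat (adjusted p up to 0.13), and that of Cdk1 without vehicle rat 2 or E2 rats 1 or 2 (adjusted p up to 0.0948). All 4 genes of pyruvate metabolism (Acaca, Acss2, Me1 and Pc) fell, also when adjusted over the list alone, with a median of -1.10 (adjusted p = 0.0566 with an estimated correlation). Pc, which makes oxaloacetate from pyruvate, fell from 892 ± 212 to 389 ± 11.3, a log2 change of -1.14 (standard error 0.184, adjusted p = 0.00802 from limma). Of 5 measured genes of insulin signaling, 3 fell (Acaca, Pygl and Slc2a4) and 1 rose, Ptpn1, a phosphatase that acts on the insulin receptor. When adjusted over the list alone, 4 were lower and 1 was higher, with a median of -0.82 (adjusted p = 0.0799 with an estimated correlation). The study chose these lists from the same arrays, so their counts are not independent evidence of a direction. Markers of luminal epithelial cells, a list fixed without the data, moved with the adhesion genes and share Cdh1, Cldn3 and Cldn7 with them. Of 19 measured luminal markers, 8 rose and 0 fell, with 12 higher when adjusted over the list alone and a median log2 change of 0.66 (adjusted p = 0.0566 with an estimated correlation). Esrp1, a splicing factor of epithelial cells, rose from 182 ± 20.5 to 362 ± 54.6, and St14, a membrane-bound protease, rose from 177 ± 40.2 to 357 ± 32.3, though neither passed without E2 rat 2 (adjusted p = 0.0741), nor Esrp1 without E2 rat 1. Of 9 markers of basal and myoepithelial cells, 2 rose, the keratins Krt14 and Krt17, and 0 fell (3 higher when adjusted over the list alone), with a median of 0.18 (adjusted p = 0.489 with an estimated correlation), while Acta2 (-0.12) and Myh11 (-0.26) did not pass. The luminal count was 3 without vehicle rat 1 or vehicle rat 3, 1 without E2 rat 1, 0 without E2 rat 2 and 5 without E2 rat 3, and the adhesion count was 0 without vehicle rat 1, E2 rat 1 or E2 rat 2, 1 without vehicle rat 3 or E2 rat 3 and 2 without vehicle rat 2 or E2 + 3-MC rat 1. The p53 count was 1 without E2 rat 1 or E2 rat 2, the pyruvate count was 2 without E2 rat 2, the count of insulin genes that fell was 2 without vehicle rats 1 or 3 or any 1 E2 rat, Ptpn1 did not pass without vehicle rats 1 or 2, any 1 E2 rat or E2 + 3-MC rat 2 (adjusted p up to 0.156), and the basal count was 0 without vehicle rats 1 or 2 or E2 rats 1 or 2 and 1 without vehicle rat 3.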

Genes involved in the control of cell division were exclusively up-regulated by E2 (see Supplemental Material, Table S2). 

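Genes of mitosis rose together with E2. Of 29 measured genes of mitosis, 26 rose and 0 fell, with 28 higher when adjusted over the list alone, and the median log2 change was 1.40 (adjusted p = 0.0566 with an estimated correlation). The list's level, as the median log2 difference from the vehicle mean in each rat, was 1.36 ± 0.14 in the E2-treated rats and 0.01 ± 0.37 in the vehicle-treated rats (SD, n = 3 rats each). Nusap1 (probe set 10838843, chromosome 3 of GRCr8 from 127057220 to 127092779), which bundles microtubules of the spindle, rose 5.46-fold, from 48.0 ± 24.3 with vehicle to 316 ± 15.5 with E2 (intensity, SD, n = 3 rats each). Top2a, the topoisomerase that separates sister chromatids, rose 5.98-fold, from 68.1 ± 55.2 to 406 ± 49.3. Kif11, the motor that pushes the spindle poles apart, rose 3.95-fold, from 40.8 ± 33.6 to 185 ± 11.8. Ccnb1, the cyclin that drives entry into mitosis, rose from 45.0 ± 22.8 to 209 ± 12.4, and the mitotic kinase gene Plk1 rose from 46.3 ± 17.7 to 171 ± 4.05. The 3 mitosis genes that did not pass were Aurka (log2 change 0.40), Cdc20 (0.82) and Ube2c (0.79). In the cell cycle list of Table S2, 9 of 10 genes rose and 0 fell (10 when adjusted over the list alone), with a median of 1.52 (adjusted p = 0.0566 with an estimated correlation), and Chek2, a kinase of the DNA damage checkpoint, had a log2 change of 0.71 (adjusted p = 0.0536 from limma). The study chose that list on these arrays, and it shares members such as Ccnb1 and Plk1 with the mitosis list, so its count is not independent evidence. Of 26 genes of DNA replication, 1 rose and 0 fell, with 11 higher when adjusted over the list alone and a median of 0.61 (adjusted p = 0.195 with an estimated correlation). The gene that rose was Mcm7, a subunit of the replicative helicase, from 149 ± 15.3 to 270 ± 12.9, while Pcna (0.94) and Rrm2 (2.04) did not pass. Fewer genes passed when 1 of several rats was left out, with mitosis counts of 13 without vehicle rat 1, 10 without vehicle rat 2, 9 without E2 rat 1, 5 without E2 rat 2 and 15 without E2 rat 3, and cell cycle counts of 4, 3, 2, 2 and 4 in the same order. Without any 1 of these 5 rats Mcm7 and Kif11 did not pass (adjusted p up to 0.138 and 0.0947), Top2a did not pass without E2 rat 2 (adjusted p = 0.0662), and 4 replication genes passed without vehicle rat 3 or 3-MC rat 2.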

The regulatory role of these E2 up-regulated genes in proliferative processes was confirmed by functional annotation clustering (see Supplemental Material, Figure S2). 3-MC alone modulated a total of 30 differentially expressed entities (Figure 4A), of which 25 were up-regulated and 5 were down-regulated. However, only 2 of these entities (*Lefty1* and the mRNA for the uncharacterized protein LOC502684) were solely regulated by 3-MC, both of which were close to the 1.5 cut-off point, indicating that under these experimental conditions, 3-MC alone had minimal effects on mammary gland gene expression. Moreover, 3-MC substantially attenuated E2-mediated signaling (Figure 4C) and dampened the inductive and suppressive effects of E2 on both up-regulated and down-regulated expression of 132 of the 325 genes modulated by E2 (Figure 4D). These data show that 3-MC has a significant global antagonist action on the biological activity of E2 in the mammary gland of ovx rats.

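No gene passed the test with 3-MC alone, and the genes of mitosis, which rose with E2, had a mean level between those with vehicle and with E2. Of the 23371 probe sets, 0 passed in limma (smallest adjusted p = 0.92) and 0 passed by the methods' t-test after adjustment. At an unadjusted p under 0.05, 991 probe sets were counted by limma, 180 of them with at least a 1.5-fold difference, and 32 by the methods' t-test with that difference. By the 1.5-fold difference alone, 437 were counted. With vehicle rat 3 and 3-MC rat 2 exchanged, 538 probe sets passed. An exchange of these labels could not be told apart from a low response of 3-MC rat 2. The count of 0 therefore does not show that 3-MC had little effect. Of 29 mitosis genes, 0 passed (14 were higher at an unadjusted p under 0.05 in limma, and 0 by the methods' t-test), with a median log2 change of 0.59 (adjusted p = 0.578 with an estimated correlation). The level of the mitosis list was 0.57 ± 0.54 with 3-MC (median log2 difference from the vehicle mean, SD, n = 3 rats). Top2a had a log2 change of 1.27 and an intensity of 167 ± 86.1 with 3-MC (SD, n = 3 rats). Of 19 luminal epithelial markers, 0 passed (2 were higher at an unadjusted p under 0.05 in limma, and 0 by the methods' t-test), with a median of 0.13. Csn2 had an intensity of 161 ± 136 with 3-MC, and Pgr had 57.3 ± 26.2 (SD, n = 3 rats each). Of the 5 probe sets with the smallest p, none of which passed, only that of Lefty1 carries a single gene symbol, and the other 4 had log2 changes of -1.08, -0.86, -0.60 and 0.60. Vehicle and 3-MC arrays of the same number resembled each other, with correlations across probe sets of 0.341, 0.442 and 0.564, and with same-numbered arrays treated as a block the count was again 0. In a fit of these 6 arrays alone, chosen after the values were seen, 0 passed with the block (smallest adjusted p = 0.0507, with 370 at an unadjusted p under 0.05 and 1.5-fold, against 133 without the block). Between same-numbered rats, the level of the mitosis list was higher with 3-MC by 1.04, 0.36 and 0.27, in 3 of 3 pairs, though an exact sign test of 3 pairs cannot give a p below 0.25. In the block fit of the 6 arrays, 21 mitosis genes were higher at an unadjusted p under 0.05, against 14 in the model of 4 groups. When adjusted over the list alone, 13 were higher, against 0 in that model. With an estimated correlation, the list had an adjusted p = 0.681 in the block fit. The level of the myeloid list was also higher with 3-MC, by 0.96, 0.47 and 0.19 in the 3 pairs. In the block fit, 7 of its 12 genes were higher at an unadjusted p under 0.05, and 4 when adjusted over the list alone. The lymphocyte list was higher by 0.74, 0.28 and 0.08 (4 and 3 of 10). The interferon list differed by 1.68, 0.30 and -0.64. In the block fit, 0 genes of these immune lists passed over all probe sets. With an estimated correlation the adjusted p there was 0.681 for the myeloid and lymphocyte lists and 0.731 for the interferon list.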

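Lefty1 (probe set 10766248, chromosome 13 of GRCr8 from 95188091 to 95191488), a secreted antagonist of Nodal signaling, had an intensity of 137 ± 24.4 with 3-MC and 76.9 ± 3.39 with vehicle (SD, n = 3 rats each). This was a 1.63-fold difference that did not pass in limma (adjusted p = 0.92). With E2 + 3-MC its intensity was 58.7 ± 15.1, lower than with 3-MC alone by a log2 change of -1.04 (adjusted p = 0.0167), a call that was lost without 3-MC rat 1 or E2 + 3-MC rats 2 or 3 (adjusted p up to 0.111). The probe set of LOC502684, now annotated as C3h20orf96, had an intensity of 16.4 ± 0.725 with 3-MC and 35.9 ± 3.79 with vehicle, a 1.60-fold difference on the scale used here, and was not tested because its mean lay below the 20th percentile. Genes that the AHR is known to induce were measured as well. Of 6 such genes, 0 passed in limma with 3-MC, 0 had an unadjusted p under 0.05 there or by the methods' t-test, and the median log2 change was 0.40 (adjusted p = 0.627 with an estimated correlation). Between same-numbered rats the level of this list was higher with 3-MC by 0.80, 0.06 and 0.67. These pairs were then taken as a block in a fit of the 6 arrays, chosen after the values were seen. In that fit 3 of the 6 genes were higher at an unadjusted p under 0.05, and 2 when adjusted over the list alone. Both counts were 0 in the model of 4 groups, which also differs from the block fit in its arrays. By camera with its preset correlation the list had an adjusted p = 0.0211 in this block fit and 0.132 in the model of 4 groups, and in the block fit 0.681 with an estimated correlation. Cyp1b1, a cytochrome P450 that metabolizes E2 and aromatic hydrocarbons, had intensities of 553, 101 and 588 in the 3 rats given 3-MC and of 161, 127 and 211 in the vehicle-treated rats, so that the log2 change of 0.94 (standard error 0.533, adjusted p = 0.92) lay within the spread. In the rats given E2 + 3-MC its intensities were 154, 560 and 407. Ahrr, the AHR repressor, was at 107 ± 66.7 with 3-MC and 48.9 ± 27.2 with vehicle, and Nqo1, a quinone reductase, was at 223 ± 144 and 120 ± 71.5 (SD, n = 3 rats each). The probe set of Cyp1a1 lay below the 20th percentile, at 15.1 ± 7.72 with vehicle and 35.2 ± 12.0 with 3-MC, and was not tested. Cyp1a2 (log2 change 0.04) and Aldh3a1 (0.10) differed little between these groups.

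**Figure D2:**
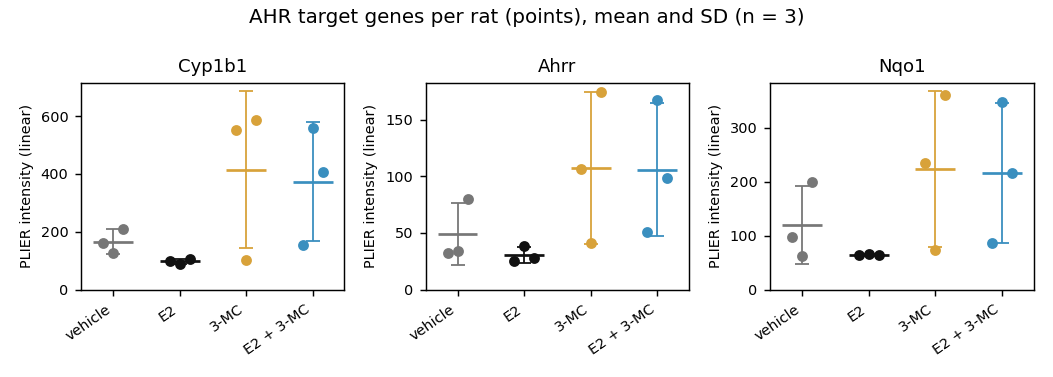
Linear signal intensity of Cyp1b1, Ahrr and Nqo1 in each of the 3 rats per group given vehicle, E2, 3-MC or E2 + 3-MC. Points are rats and bars are the mean and SD. Cyp1b1 ran from 101 to 588 among the rats given 3-MC and from 154 to 560 among those given E2 + 3-MC.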

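With 3-MC added to E2, mitosis genes were nearer to their vehicle levels than with E2 alone, as were several genes that E2 lowered. Of the 370 E2-regulated probe sets, 127 (34.3%) lay at least 1.5-fold nearer to vehicle with E2 + 3-MC than with E2, of which 112 had risen and 15 had fallen with E2. By contrast, 0 of the 370 moved at least 1.5-fold further in the direction of E2. Nusap1 had an intensity of 118 ± 11.2 with E2 + 3-MC, Top2a had 159.9 ± 29.3 and Kif11 had 81.7 ± 6.26 (SD, n = 3 rats each), and their log2 differences from E2 were -1.31, -1.27 and -1.04. Dnajc14, a chaperone of the endoplasmic reticulum, was at 317 ± 43.4 with E2 and 150 ± 27.6 with E2 + 3-MC, and its E2 call was lost without vehicle rat 1 or E2 rat 1 (adjusted p up to 0.0743). Among the genes that E2 lowered, Smpdl3a was at 624 ± 169 with E2 + 3-MC, Fasn at 1879 ± 195 and Acaca at 589.7 ± 42.8. Of 29 mitosis genes, 0 passed in limma for E2 + 3-MC against E2 (24 were lower at an unadjusted p under 0.05, and 23 by the methods' t-test), with 18 lower when adjusted over the list alone and a median log2 difference of -0.76 (adjusted p = 0.165 with an estimated correlation). Of 19 genes of fatty acid and triglyceride synthesis, 0 passed (8 were higher at an unadjusted p under 0.05, and 10 by the methods' t-test), with 4 higher when adjusted over the list alone and a median of 0.38 (adjusted p = 0.173 with an estimated correlation). The luminal epithelial markers moved with these groups, with a median of -0.27 over 19 genes (adjusted p = 0.173 with an estimated correlation), of which 0 passed (7 were lower at an unadjusted p under 0.05, and 5 by the methods' t-test). Immune cell markers had medians above 0, of 0.74 for 12 myeloid and 0.80 for 10 lymphocyte genes (adjusted p = 0.165 for each list with an estimated correlation). Of these genes 0 passed (9 of each were higher at an unadjusted p under 0.05, and 10 and 5 by the methods' t-test). Over all probe sets, 0 passed in the limma model of the 4 groups (smallest adjusted p = 0.101, 2049 at an unadjusted p under 0.05). By the methods' t-test, 0 passed after adjustment (486 at an unadjusted p under 0.05 and 1.5-fold). Limma on these 6 arrays alone counted 359, 269 higher and 90 lower. In that fit 19 of 29 mitosis genes were lower and 6 of 19 genes of fatty acid and triglyceride synthesis were higher. Also higher were 7 of 12 myeloid and 2 of 10 lymphocyte genes, while 0 of 19 luminal markers passed. Of the 127, 0 passed the adjusted p over all probe sets in the model of 4 groups, and 77 passed in the fit of these 6 arrays. When adjusted over the 370 alone, 90 passed (smallest adjusted p = 0.00321). The 370 were chosen on the same E2 arrays and are not independent evidence. The count of 127 was 61 without vehicle rat 1, 66 without vehicle rat 2, 50 without E2 rat 1 and 33 without E2 rat 2, and E2 + 3-MC against E2 gave 10 probe sets without E2 rat 3 and 1 without E2 + 3-MC rat 1.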

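In the rats given E2 + 3-MC, the E2 response was smaller across most E2-regulated genes, and it was kept in part. The median E2-regulated probe set kept 0.559 of its log2 change with E2 (quartiles 0.443 and 0.732 over the 370). In the single rats of the E2 + 3-MC group this share was 0.620, 0.502 and 0.621 (mean 0.581 ± 0.0685 SD, n = 3 rats). Of the 370, 350 (94.6%) had an E2 + 3-MC mean between the vehicle and E2 means, 13 lay beyond the E2 mean and 7 on the other side of vehicle. Probe sets that rose and fell with E2 kept similar shares, 0.561 and 0.551. Compared with vehicle, 36 probe sets were higher and 2 were lower with E2 + 3-MC, and 36 of these 38 had also passed with E2, in the same direction. The split by direction was not firm, with 43 higher and 9 lower (82.7% higher, against 94.7%) when quantile normalization was applied again, and 50 and 35 without vehicle rat 3. Both comparisons use the same vehicle arrays. Simulated unchanged groups set against these arrays shared 0 in each of 100 draws, a value fixed in advance, since they gave at most 1 call for E2 and 0 for E2 + 3-MC. Independent lists of these sizes would share 0.472, and part of the excess over this may come from the shared vehicle arrays. Among the genes that passed in both comparisons were Pgr, at 535 ± 110 with E2 + 3-MC (SD, n = 3 rats), Csn1s2a at 812 ± 557, Bco2 at 301 ± 85.5 and Clca1 at 2556 ± 627, though Csn1s2a did not pass against vehicle without vehicle rat 1 or E2 + 3-MC rats 1 or 3 (adjusted p up to 0.0758). The mitosis list had a level of 0.67 ± 0.16 with E2 + 3-MC, and none of its 29 genes passed against vehicle (22 were higher at an unadjusted p under 0.05 in limma, and 12 by the methods' t-test), with 14 higher when adjusted over the list alone (adjusted p = 0.225 with an estimated correlation). The list of fatty acid synthesis had a level of -0.92 ± 0.01 with E2 and -0.44 ± 0.15 with E2 + 3-MC (median log2 difference from the vehicle mean, SD, n = 3 rats each). Dnajc14 (log2 change -0.03 against vehicle) was among the E2-regulated genes that kept none of the change. A direct test of the interaction of E2 and 3-MC gave 0 probe sets in limma (smallest adjusted p = 0.446, 1032 at an unadjusted p under 0.05). Measured in an E2 rat that had been left out of the choice of probe sets, the share kept was 0.694, 0.696 and 0.654, while the number of probe sets that passed with E2 + 3-MC was 85 without vehicle rat 3 and 22 without E2 + 3-MC rat 1 or rat 3, the number in both comparisons 84, 20 and 22, and the interaction 1 (Nusap1) without vehicle rat 3. From the smaller E2 responses in Figure 4, the paper concludes that 3-MC acts as a global antagonist of E2 in the mammary gland of ovariectomized rats.

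**Figure D3:**
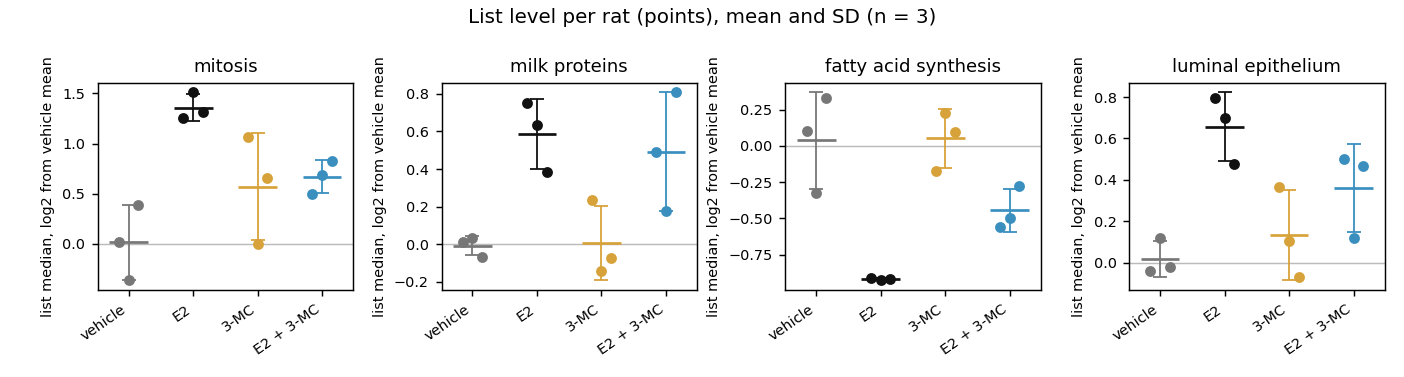
Median log2 difference from the vehicle mean of the genes of mitosis, milk proteins, fatty acid synthesis and luminal epithelium, in each of the 3 rats per group. Points are rats and bars are the mean and SD. With E2 + 3-MC the mitosis list had a mean of 0.67 and the list of fatty acid synthesis a mean of -0.44.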

**Figure 4:**
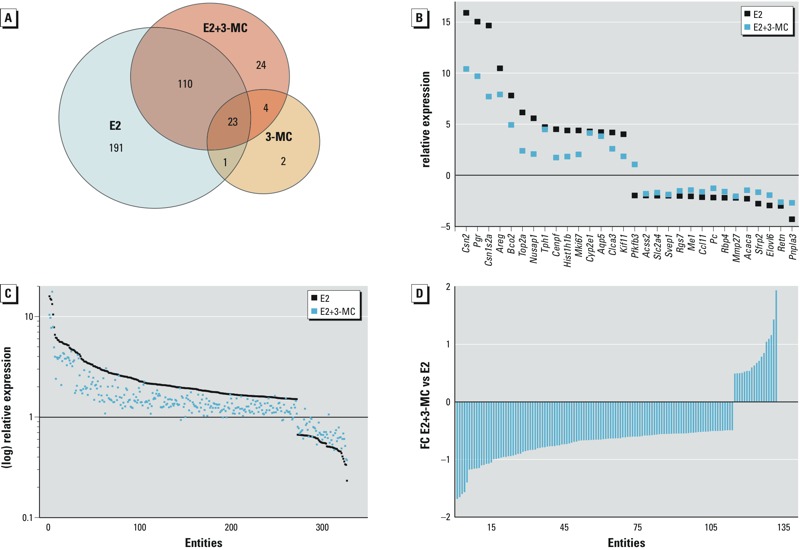
Genome-wide transcriptome analysis of the effects of 17β-estradiol (E2) and 3-methylcholanthrene (3-MC), alone and in combination, in mammary glands from ovariectomized (ovx) rats. Ovx rats were treated for 3 days with E2, 3-MC, E2 + 3-MC, or vehicle control. RNA was extracted from mammary glands from each treatment group, and global gene expression changes were analyzed by microarray as described in "Methods." Three independent biological replicates were interrogated for each treatment group. (*A*) Venn diagram illustrating the number of entities modulated by each treatment and overlap in target genes between treatment groups. Fold change (FC) ≥ 1.5 compared with the vehicle control. (*B*) FC of all entities modulated by entities from the mammary gland of E2 or E2 + 3-MC treated rats compared with vehicle-treated control rats. (*C*) Comparison of the FC of the 15 most up- and down-regulated genes by E2 and E2 + 3-MC treatment. (*D*) Interaction analysis for E2- and 3-MC–mediated gene expression. The FC of entities regulated by E2 + 3-MC and E2 are compared. The relative expression values of the E2 treatment group were set to 0. FC ≥ 1.5 compared with the E2 group.

*qPCR validation of selected genes.* To validate the regulation of differentially regulated genes identified in the microarray, selected genes associated with the major ontologies affected by E2 (cell cycle, cell adhesion, and p53-mediated signaling) were analyzed using qPCR. E2 had a significant effect on the expression of genes associated with cell division (*Top2a*, *Mki67*, *Ccnb1*, *Ccnb2*; Figure 5A) and cytokinesis (*Kif11*, *Kif2c*, *Kif18a*; Figure 5B). Although treatment with 3-MC alone had an effect on levels of *Top2a*, *Ccnb1*, and *Kif2c* mRNA that was far less pronounced than for treatment with E2 alone, 3-MC significantly attenuated the up-regulation of *Top2a*, *Ccnb2*, and *Mki67* by E2. We also studied the effects of E2 and 3-MC on the expression of several E2-regulated genes responsible for differentiated functions of the mammary gland, including genes associated with the synthesis and secretion of milk (*Areg*, *Csn2*, *Pgr*, *Wap*, *Aqp5*, and *Prlr*), which were shown to be up-regulated by E2 in the microarray, and *Retn,* which was suppressed by E2 (Figure 5C,D). 

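On the arrays, genes of milk synthesis and secretion and of hormone signals rose with E2, and their mean levels were lower with E2 + 3-MC than with E2, by differences that did not pass. Areg (probe set 10775866, chromosome 14 of GRCr8 from 17256384 to 17265641), a growth factor that carries the estrogen signal to neighboring cells in the duct, rose 10.4-fold with E2, from 38.2 ± 16.0 to 532 ± 37.4, and was at 447 ± 219 with E2 + 3-MC (intensity, SD, n = 3 rats each). Its log2 change against vehicle was 3.38 with E2 (standard error 0.288, adjusted p = 3.96e-05 from limma) and 3.04 with E2 + 3-MC (adjusted p = 2.00e-04). Csn2 was at 1299 ± 692 with E2 + 3-MC, a log2 change of 3.45 against vehicle (adjusted p = 0.0125). Pgr had a log2 change of 3.33 with E2 + 3-MC (adjusted p = 6.39e-05), 0.56 below that with E2, and its intensities of 619, 411 and 575 in the single rats lay below those of 795, 838 and 722 with E2. Wap, a whey protein of rodent milk, rose from 345 ± 73.3 to 1174 ± 25.8 with E2 and was at 1120 ± 535 with E2 + 3-MC, where its log2 change of 1.55 did not pass (adjusted p = 0.133). Aqp5, a water channel of secretory epithelia, rose from 282 ± 78.6 to 1218 ± 142 with E2 and was at 1164 ± 282 with E2 + 3-MC. Prlr, the prolactin receptor, rose from 189 ± 32.3 to 660 ± 64.0 with E2 and was at 464 ± 86.3 with E2 + 3-MC, again without overlap between these groups. Both Aqp5 (adjusted p = 2.53e-04 and 5.46e-04) and Prlr (2.11e-04 and 0.00892) passed with E2 and with E2 + 3-MC. Retn, which encodes the adipocyte hormone resistin, fell from 982 ± 150 to 313 ± 54.8 with E2, a 3.04-fold fall (adjusted p = 0.00102). With E2 + 3-MC it was at 376 ± 58.3, a log2 change of -1.35 (adjusted p = 0.00829). For E2 + 3-MC against E2, none of these 7 genes passed in limma, with log2 differences of -0.34 (Areg), -0.52 (Csn2), -0.56 (Pgr), -0.20 (Wap), -0.08 (Aqp5), -0.51 (Prlr) and 0.26 (Retn). The E2 calls of Areg, Csn2, Pgr, Aqp5, Prlr and Retn held when any 1 rat was left out, and Wap did not pass without vehicle rats 2 or 3 or any 1 E2 rat (adjusted p up to 0.0947). Against vehicle, the E2 + 3-MC calls of Areg, Pgr and Aqp5 held in the same way, whereas Csn2 did not pass without vehicle rat 1 or E2 + 3-MC rats 1 or 3 (adjusted p up to 0.13), Prlr without E2 + 3-MC rats 1 or 3 (adjusted p up to 0.0824) or Retn without E2 + 3-MC rat 1 (adjusted p = 0.0635).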

Although 3-MC alone had a small but statistically significant effect on *Areg*, *Pgr*, and *Aqp5* expression, it significantly reduced the up-regulation of *Pgr* and *Wap* by E2.

**Figure 5:**
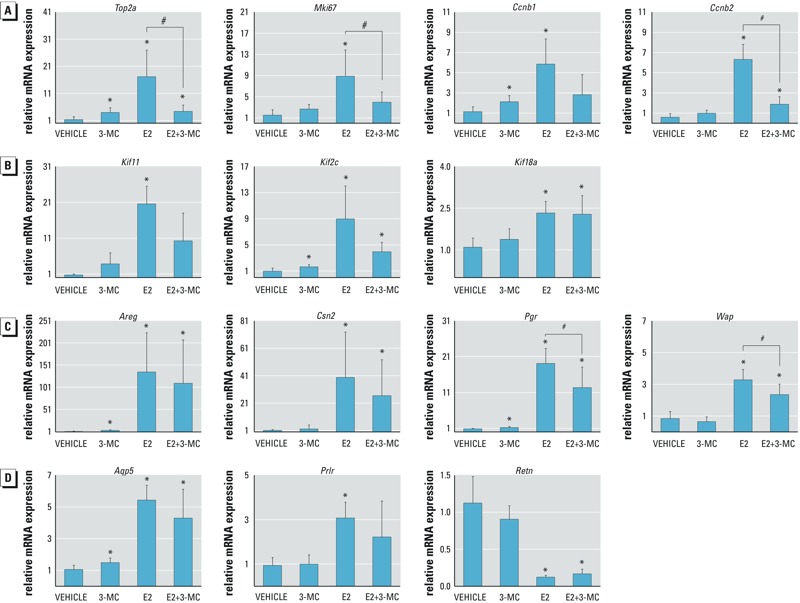
Expression of selected genes in mammary glands in ovariectomized (ovx) rats in response to 17β-estradiol (E2) and 3-methylcholanthrene (3-MC), alone and in combination. Ovx rats were treated for 3 days with E2, 3-MC, E2 + 3-MC, or vehicle control. RNA was extracted from the mammary glands, and expression of individual genes was assessed using quantitative polymerase chain reaction (qPCR)**as described in “Methods.” (*A*) Genes associated with cell cycle and proliferation; (*B*) genes associated with cytokinesis; (*C*) classical E2-responsive genes; (*D*) genes associated with differentiated mammary gland function. Data are presented as fold change, mean ± SD, for each treatment group relative to vehicle-treated controls. Five to six animals per treatment group were analyzed. *Significant differences (*p* < 0.05) from vehicle control [one-way analysis of variance (ANOVA)]. #Significant differences (*p* < 0.05) from E2 treatment alone (one-way ANOVA).

*Influence of 3-MC on 8-PN–induced effects.* To determine whether the effects of 3-MC are ER-ligand dependent and whether the abrogation of estrogenic signaling by 3-MC is important in natural-compound endocrine-disruptor interactions, rats were treated with the phytoestrogen 8-PN alone or in combination with 3-MC, recapitulating the experiments described above. 8-PN significantly increased the number of TEBs, although it was clear that in this bioassay system, 8-PN was significantly less estrogenic than E2, inducing 18.7 ± 4.6 versus 46.2 ± 18.2 TEBs per gland (Figure 1B and Figure 6A). The inductive effect of 8-PN was inhibited by 50% by co-treatment with 3-MC (Figure 6A). The increase in TEBs in response to 8-PN was reflected in the increase in the percentage of *Ki-67*–positive cells, which was substantially lower than with E2 treatment (8.1 ± 4.1% vs. 44.9 ± 14.7%, respectively), confirming the weaker estrogenic potency of 8-PN. Co-treatment with 3-MC effectively blocked the 8-PN–induced increase in proliferating cells, but statistical significance was not achieved (*p* = 0.05891, Figure 6B). To investigate the effects on gene expression of 8-PN alone and in co-treatment with 3-MC, we chose genes that were identified in earlier experiments as being highly regulated by E2 (*Areg, Csn2, Pgr*) as well as genes associated with proliferation (*Kif*, *Mki67*; Figure 6C). Although 8-PN weakly induced the expression of some of the E2 target genes (*Kif11*, *Kif2c*, *Kif18a*, *Csn2*), a significant counteracting effect of 3-MC on 8-PN–induced gene expression was observed for *Csn2, Kif18a*, and *Kif11*, in which the relative expression of the mRNA was significantly abrogated after co-treatment. However, some of the gene expression patterns induced by 8-PN were different from those induced by E2 because 8-PN decreased *Mki67* expression and had no significant effects on *Areg* or *Pgr* expression.

**Figure 6:**
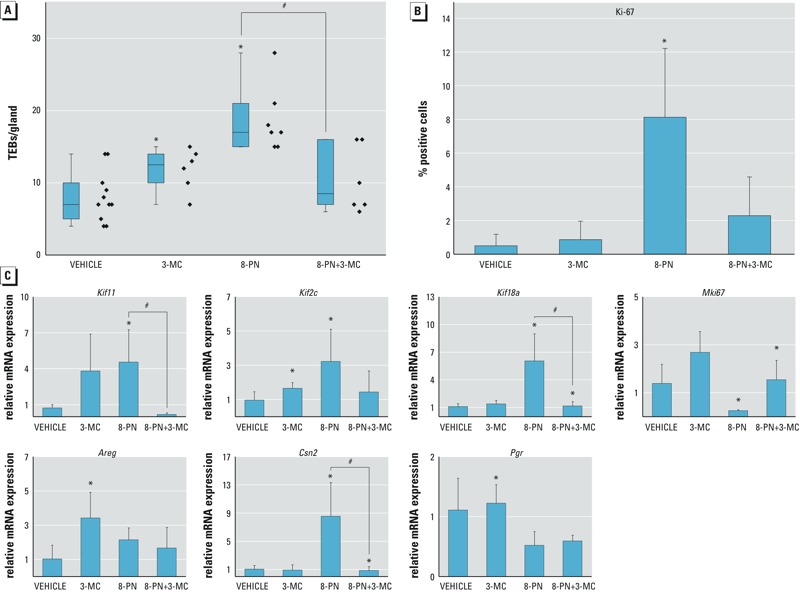
Effect of 8-prenylnaringenin (8-PN) and 3-methylcholanthrene (3-MC), alone and in combination, on terminal end bud (TEB) number, *Ki-67* staining, and mRNA expression in mammary glands from ovariectomized (ovx) rats. Ovx rats were treated for 48 hr with 3-MC, 8-PN, 8-PN + 3-MC, or vehicle control as described in “Methods.” (*A*) Quantitation of the effects of 8-PN and 3-MC, alone and in combination, on TEB formation in mammary whole mounts. Mammary gland whole mounts were prepared, stained, and quantitated as described in “Methods.” Diamonds represent individual animals; boxes indicate the 25th and 75th percentiles, and the horizontal lines indicate the median. The whiskers indicate the highest and the lowest measured values for each treatment group. (*B*) *Ki-67* expression in mammary glands from ovx rats treated with 8-PN or 3-MC alone or in combination. Paraffin-embedded sections of rat mammary glands from each treatment group were stained with 3,3’-diaminobenzidine (DAB) using antibodies against *Ki-67* and were counterstained with hematoxylin. The number of positively stained epithelial cells were counted and normalized to the total number of epithelial cells; ≥ 500 cells were evaluated per animal, and five to six animals were used per treatment group. Data are presented as the arithmetic mean ± SD. (*C*) Quantitative polymerase chain reaction (qPCR) analysis of selected genes in mammary glands from ovx rats treated with 8-PN or 3-MC alone or in combination. The results are presented as the mean ± SD, *n* = 5–6. *Significant differences (*p* < 0.05) from vehicle control [one-way analysis of variance (ANOVA)]. #Significant differences (*p* < 0.05) from 8-PN treatment alone (one-way ANOVA).

## Discussion

Interaction of xenobiotics with the hormonal system in the mammary gland is of great relevance regarding cancer risks and other syndromes whose etiologies are associated with hormonal interferences. In the present study, we investigated the cross-talk between ER- and AHR-mediated signaling processes in the female rat mammary gland using an ovariectomized rat mammary gland model system. This is a very sensitive model system for examining the physiological effects of E2 and the interactions between E2 and environmental AHR ligands such as TCDD and 3-MC.

The data presented herein are in line with the large body of literature demonstrating antiestrogenic effects of AHR ligands in cell culture (Gierthy et al. 1987; Safe and Krishnan 1995; Ueng et al. 2004; Wang F et al. 1998; Wormke et al. 2000). We demonstrated that 3-MC has inhibitory effects on the expression of a significant proportion of E2-modulated genes and has pronounced effects on physiological responses to E2. Within the last 15 years, there have been several reports of the inhibitory effects of TCDD on mammary gland development in both animals (Fenton et al. 2002; Vorderstrasse et al. 2004) and humans (Den Hond et al. 2002). In addition, animal studies (Collins et al. 2009; Vorderstrasse et al. 2004) and studies using primary mammary epithelial cells and HC-11 cells (Basham et al. 2015) suggested that AHR activation has a negative impact on milk production, resulting in the inability of mice to nutritionally support their offspring (Vorderstrasse et al. 2004). The inhibition of E2-induced development of TEBs, cell proliferation, up-regulation of the cell cycle, and proliferation-related pathways that we observed in response to 3-MC treatment suggests that these effects are independent of the specific AHR ligand and could therefore also be caused by the much more abundant PAHs. Furthermore, our data suggest that the adverse effects of AHR ligands on mammary gland development are most likely based on their ER-antagonistic properties. These data also offer an explanation for the observed decrease of mammary tumors in female rats after long-term treatment with TCDD (Kociba et al. 1978) and for the well-known inhibitory properties of exogenous AHR ligands on rodent mammary gland tumors and metastasis development (Lubet et al. 2011; Safe 2001; Wang T et al. 2011). Given the similarity between the development and carcinogenesis of rodent and human mammary glands (Rudel et al. 2011), the anti-estrogenic effects of AHR-mediated signaling may at least partially explain the increased overall survival and distant metastasis–free survival in hormone-dependent ER-positive breast cancers in human patients with elevated AHR expression (O’Donnell et al. 2014; Saito et al. 2013).

There are several mechanisms that might explain these ER-antagonistic effects. Many AHR ligands, among them 3-MC, have been shown to directly interact with ERs (Abdelrahim et al. 2006; Liu et al. 2006). In the case of 3-MC, this interaction is very weak but measurable. This affinity for both ERs may lead to activation of ERs in some tissues but to antagonistic effects in others. Notably, in mammary gland–derived HC11 cells, 3-MC acts as an AHR-independent ERα antagonist (Swedenborg et al. 2008), and this is therefore also likely to be the case in the mammary gland. In contrast, TCDD displays similar anti-estrogenic properties, although its affinity for ERα and ERβ is even lower and it is typically tested at much lower concentrations than 3-MC owing to its persistency. In the present study, only the expression changes of a subset of E2-regulated genes were blocked by 3-MC treatment. It is therefore likely that additional mechanisms are involved in mediating the anti-estrogenic response of AHR ligands in general and of 3-MC in particular. 

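The share of the E2 response that was kept with 3-MC differed between gene groups in its median, with wide ranges within each. The 26 mitosis genes that rose with E2 kept a median of 0.483 of their log2 change (range 0.174 to 0.712), and the 7 milk protein and secretory genes kept 0.781 (range 0.515 to 0.960). In the single rats given E2 + 3-MC, the share was 0.369, 0.503 and 0.576 for mitosis and 0.913, 0.401 and 1.02 for milk proteins, so the difference between these lists did not exceed the spread of the milk list among rats. The 5 estrogen and progesterone targets kept 0.856, with Foxa1 at 0.926 and Stc2 at 0.707. The 12 genes of fatty acid and triglyceride synthesis kept 0.497 (range 0.0816 to 0.814), and Pc among them kept 0.271. The 8 luminal epithelial markers kept 0.575. Set against 3-MC alone, 3 of 20 milk protein and secretory genes were higher with E2 + 3-MC and 0 were lower (Csn2 among them passed in only 2 of the 12 fits that left out 1 rat), with 7 higher when adjusted over the list alone and a median log2 difference of 0.45 (adjusted p = 0.169 with an estimated correlation). In that comparison 0 of 29 mitosis genes passed, 0 had an unadjusted p under 0.05 in limma or by the methods' t-test, and the median was 0.14 (adjusted p = 0.807 with an estimated correlation). In the test of the interaction of E2 and 3-MC, 27 of 29 mitosis genes were lower when adjusted over the list alone, with a median of -1.29 (adjusted p = 0.136 with an estimated correlation), and 0 of 20 milk genes passed that way, with a median of -0.10 (adjusted p = 0.862 with an estimated correlation). Nusap1 had the interaction's smallest adjusted p among the mitosis genes, with a log2 value of -2.05 (adjusted p = 0.446 from limma).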

Firstly, AHR ligands alter hepatic E2 metabolism in female rats through the activation of several hepatic P450 cytochromes, increasing conversion of E2 to 2-hydroxyestradiol and 7α-hydroxyestradiol and thereby decreasing its bioavailability (Suchar et al. 1996). Secondly, the AHR has been identified as a component of a cullin 4B ubiquitin ligase complex (CUL4B^AHR^) (Ohtake et al. 2007), and in the rat uterus, activation of the AHR by 3-MC and other ligands of the receptor results in ubiquitination and proteasomal degradation of the ER and other steroid receptors (Wormke et al. 2003). A decrease in the level of the ligand (due to metabolism) and/or the receptor (due to degradation) would be anticipated to have global effects on E2-dependent gene expression in the mammary gland. Although 3-MC had significant inhibitory effects on E2-mediated modulation of many genes in the mammary gland (132/325, 41%), a great proportion (193/325, 59%) of the E2-responsive genes were not affected by 3-MC (Figure 4). This finding indicates that the effects of 3-MC on mammary gland physiology and gene expression cannot be solely (or even primarily) attributed to its effects on hepatic metabolism or on the stability of the estrogen receptor. This idea is also supported by the observed effects of 3-MC on the estrogenic actions of 8-PN, a naturally occurring, plant-derived ER ligand (Helle et al. 2014; Kitaoka et al. 1998; Milligan et al. 1999). 

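Of the E2-regulated probe sets, 243 (65.7%) were less than 1.5-fold nearer to vehicle with E2 + 3-MC than with E2. Some of these genes had close mean levels in both groups. Tph1 kept 0.998 of its log2 change with E2 and was at 321 ± 100 with E2 + 3-MC (intensity, SD, n = 3 rats). Cyp2e1 kept 1.00 and was at 264 ± 57.1, and Aqp5 kept 0.960. Cd14 kept 0.923, and among the adhesion genes Cldn8 kept 0.919 and Cldn3 kept 0.852, whereas Cdh1 kept 0.361, and the E2 calls of Cd14, Cldn8, Cldn3 and Cdh1 were each lost without 1 of several rats (adjusted p up to 0.185, 0.181, 0.178 and 0.173). Igfbp3, which binds insulin-like growth factors, fell from 1254 ± 214 with vehicle to 411 ± 85.5 with E2 and was at 455 ± 42.4 with E2 + 3-MC. It kept 0.899 of its change, and its fall with E2 did not pass without vehicle rats 1 or 2 or E2 rats 1 or 2 (adjusted p up to 0.109). A difference under 1.5-fold does not show that the groups were alike, since these 6 arrays cannot resolve small differences in single genes.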

Even though 8-PN is a weak estrogen and is metabolized differently in the liver (Guo et al. 2006; Keiler et al. 2015), the effects of 3-MC on 8-PN–mediated gene expression partially mirror effects observed with E2. Importantly, co-treatment with 3-MC also counteracted some of the effects of 8-PN, suggesting that the inhibitory effects of 3-MC are independent of which ligand is bound to the ER.

## Conclusions

Our data give a detailed account of the *in vivo* effects of E2 and 3-MC on gene expression and on development of mammary glands, and they demonstrate that AHR ligands such as 3-MC are anti-estrogenic with regard to many E2-regulated genes in the mammary gland. 

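In the rats given E2 + 3-MC, genes that had not passed with E2 alone differed from the E2-treated rats in limma on the 6 arrays of these groups, among them genes of the interferon response and of immune cells. In this fit, 282 probe sets that had not passed with E2 passed, of which 255 were higher and 27 were lower with E2 + 3-MC, whereas in the model of all 4 groups none passed. Cxcl10, a chemokine that attracts T cells, was at 1195 ± 1036 with E2 + 3-MC, 79.4 ± 7.86 with E2, 486 ± 603 with 3-MC and 119 ± 50.4 with vehicle (intensity, SD, n = 3 rats each). Mx1, an interferon-induced antiviral GTPase, was at 476 ± 303, 45.9 ± 5.93, 317 ± 444 and 83.5 ± 64.4 in the same order. Hmox1, an enzyme of heme breakdown (log2 difference 2.53, adjusted p = 0.00144 in the fit of 6 arrays), and Akr1b8, an aldo-keto reductase (1.91, adjusted p = 0.00113), were also higher with E2 + 3-MC than with E2, and Cyp1b1 (1.61, adjusted p = 0.0305) and Ahrr (1.27, adjusted p = 0.0391), 2 of 6 AHR targets, passed there too. With E2 against vehicle, these 4 genes had log2 changes of -1.11, -0.57, -0.66 and -0.41 that did not pass, so that part of their difference lies in lower means with E2. These genes were chosen after their values were seen. Of the 6 AHR targets, 0 passed in the model of 4 groups for E2 + 3-MC against E2 (3 were higher at an unadjusted p under 0.05 in limma, and 2 by the methods' t-test) and 3 were higher when adjusted over the list alone, with a median log2 difference of 0.72 (adjusted p = 0.165 with an estimated correlation). Of 14 interferon-response genes, 0 passed in the model of 4 groups for E2 + 3-MC against E2 (10 were higher at an unadjusted p under 0.05 in limma, and 10 by the methods' t-test) and 8 were higher when adjusted over the list alone, with a median log2 difference of 1.12 (adjusted p = 0.179 with an estimated correlation). For 12 genes of macrophages and other myeloid cells, 0 passed (9 and 10 were higher by the same unadjusted tests), 8 were higher when adjusted over the list alone and the median was 0.74 (adjusted p = 0.165 with an estimated correlation), and for 10 lymphocyte genes 0 passed (9 and 5), 6 were higher when adjusted over the list alone and the median was 0.80 (adjusted p = 0.165 with an estimated correlation). With 3-MC alone, none of these genes passed against vehicle. The medians there were 0.45 for the interferon genes (0 at an unadjusted p under 0.05 in limma or by the methods' t-test), 0.50 for the myeloid genes (1 and 0) and 0.41 for the lymphocyte genes (2 and 1), with adjusted p = 0.688, 0.627 and 0.627 with an estimated correlation. Same-numbered vehicle and 3-MC rats were taken as a block in a fit of these 6 arrays, chosen after the values were seen. There, 0 interferon, 4 myeloid and 3 lymphocyte genes were higher when adjusted over the list alone, against 0 of each in the model of 4 groups. In that block fit the lists had adjusted p = 0.731, 0.681 and 0.681 with an estimated correlation. The level of the interferon list was 0.46 ± 1.05 with 3-MC, 0.85 ± 0.64 with E2 + 3-MC and -0.23 ± 0.06 with E2 (median log2 difference from the vehicle mean, SD, n = 3 rats each), so that the SD among the rats given 3-MC exceeded the mean of that group.

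**Figure D4:**
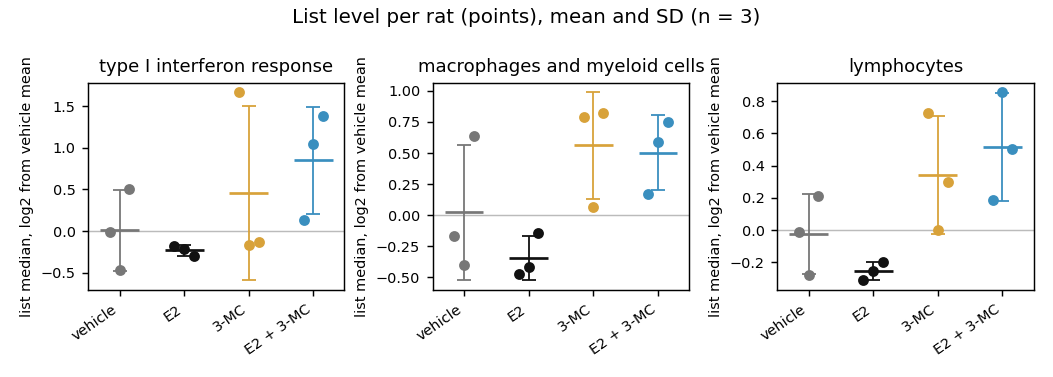
Median log2 difference from the vehicle mean of the genes of the interferon response, of macrophages and other myeloid cells and of lymphocytes, in each of the 3 rats per group. Points are rats and bars are the mean and SD. The interferon list had a mean of 0.46 and an SD of 1.05 with 3-MC, and a mean of 0.85 and an SD of 0.64 with E2 + 3-MC.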

Almost no E2-independent effects of 3-MC on gene expression were observed, indicating that interaction with ERs is the predominant mode of action of AHR in the mammary gland. This finding helps to explain the adverse effects of AHR ligands on mammary gland development and underlines the potential of AHR as a breast cancer therapy target. We identified degradation of ERα as another putative mechanism by which 3-MC and possibly other PAHs inhibit ER signaling *in vivo*. Moreover, changes in gene expression caused by the phytoestrogen 8-PN were also reduced following 3-MC treatment, but further studies will be required to assess the importance of the interactions between ERs and AHR with regard to different endogenous, exogenous, nutrition-derived, and synthetic ER ligands *in vivo*.

## Supplemental Material

(550 KB) PDF Click here for additional data file.

# Supplementary material for: Cross-Talk in the Female Rat Mammary Gland: Influence of Aryl Hydrocarbon Receptor on Estrogen Receptor Signaling
**Source:** Environ Health Perspect. 2015 Sep 15;124(5):601–10. doi: 10.1289/ehp.1509680
**Supplement:** (550 KB) PDF

**Note to Readers:** *EHP* strives to ensure that all journal content is accessible to all readers. However, some figures and Supplemental Material published in *EHP* articles may not conform to 508 standards due to the complexity of the information being presented. If you need assistance accessing journal content, please contact . Our staff will work with you to assess and meet your accessibility needs within 3 working days.

## **Supplemental Material**

### **Cross-Talk in the Female Rat Mammary Gland: Influence of Aryl Hydrocarbon Receptor on Estrogen Receptor Signaling**

Janina Helle, Manuela I. Bader, Annekathrin M. Keiler, Oliver Zierau, Günter Vollmer, Sridar V. Chittur, Martin Tenniswood, and Georg Kretzschmar

#### **Table of Contents**

**Table S1.** *qPCR* Primer sequences

**Figure S1.** Expression of *Esr1*, *Esr2* and *Ahr* in mammary glands in ovariectomized (ovx) rats in response to E2 and 3-MC, alone and in combination. Ovx rats were treated for three days with E2, 3-MC, E2+3-MC or vehicle control as described in methods. RNA was extracted from mammary glands as described in methods. Expression of individual genes was assessed using *qPCR* as described in methods. Data are presented as fold change, mean  $\pm$  SD for each treatment group relative to vehicle treated controls. Five to six animals per treatment group were analyzed.

**Table S2.** Pathway analysis of E2-regulated genes in the mammary gland of ovx rats.

**Figure S2.** Functional clustering of E2-upregulated genes in the mammary gland. Functional annotation clustering was performed to assign E2-upregulated genes to associated biological

processes (GO= gene ontology). P-value associated with each annotation (GO) term  $\geq 0.01$  as determined by EASE Score (modified Fisher Exact p-value).

## **References**

**Table S1. *qPCR* Primer sequences.**

| gene                                                             | primer sequence                                                                  |
|------------------------------------------------------------------|----------------------------------------------------------------------------------|
| estrogen receptor $\alpha$ ( <i>Esr1</i> )                       | Forward 5'-TGAAGCACAAAGCGTCAGA GAGAT-3'<br>Reverse 5'-AGACCAGACCAATCATCAGGAT-3'  |
| estrogen receptor $\beta$ ( <i>Esr2</i> )                        | Forward 5'-CTACAGAGAGATGGTCAAAAGTGGA-3'<br>Reverse 5'-GGGCAAGGAGACAGAAAGTAAGT-3' |
| aryl hydrocarbon receptor ( <i>Ahr</i> )                         | Forward 5'-CCATGTCCATGTACCAGTGC-3'<br>Reverse 5'-TGAGCAGCAGTCTGAAGGTG-3'         |
| ribosomal protein S18 ( <i>Rps18</i> )                           | Forward 5'-CGTGAAGGATGGGAAGTATAGC-3'<br>Reverse 5'-TATTAACAGCAAAGGCCCAAAG-3'     |
| casein beta ( <i>Csn2</i> )                                      | Forward 5'-CCCAAGCACAAACAGATGC-3'<br>Reverse 5'-GGGGCTGAGAAGAAACCAC-3'           |
| progesterone receptor ( <i>Pgr</i> )                             | Forward 5'-CTACTCGCTGTGCCTTACCA-3'<br>Reverse 5'-GGACCACCCCTTTCTGTCTT-3'         |
| amphiregulin ( <i>Areg</i> )                                     | Forward 5'-CGGAAAAGGCAGAAGAAACA-3'<br>Reverse 5'-CTTACGGCGGAGACAAAGAC-3'         |
| topoisomerase (DNA) II alpha ( <i>Top2a</i> )                    | Forward 5'-CTGCCAAAGCCAAGAACAGT-3'<br>Reverse 5'-AAATCCCCTCACCCCTTAGA-3'         |
| whey acidic protein ( <i>Wap</i> )                               | Forward 5'-GCTTCATCAGCCTCGTTCTT-3'<br>Reverse 5'-CACACTCCTCGTTGGTTTGA-3'         |
| prolactin receptor ( <i>Prlr</i> )                               | Forward 5'-GCATCTTTCCACCAGTTTCT-3'<br>Reverse 5'-GCTCGTCCTCATTGTCATCA-3'         |
| antigen identified by monoclonal antibody Ki-67 ( <i>Mki67</i> ) | Forward 5'-CAGTCCAGAACACCTAAAGCAA-3'<br>Reverse 5'-CAGGCTAATCTTGCGCAGAC-3'       |
| cyclin B1 ( <i>Ccnb1</i> )                                       | Forward 5'-CCCTACCAAAACCTGTGGAC-3'<br>Reverse 5'-CATCGGAGAAAGCCTGACAC-3'         |
| cyclin B2 ( <i>Ccnb2</i> )                                       | Forward 5'-TGGAGAGTGAAATACTGGAAGTCA-3'<br>Reverse 5'-TGAGAAGCACACGATGGAAG-3'     |
| kinesin family member 11 ( <i>Kif11</i> )                        | Forward 5'-GTGCGGATTGCTCTTCCA-3'<br>Reverse 5'-TCCTCCACTTTACCCTTCTCC-3'          |
| kinesin family member 18A ( <i>Kif18a</i> )                      | Forward 5'-AGCAGAACCGAGTGTAAGAGG-3'<br>Reverse 5'-CCTTCGTTGGAAATGAGGAA-3'        |
| kinesin family member 2C ( <i>Kif2c</i> )                        | Forward 5'-CTGTCTCTCCAGATGTCCAG-3'<br>Reverse 5'-TCACGAAGGTCTCCAAGTCA-3'         |
| aquaporin 5 ( <i>Aqp5</i> )                                      | Forward 5'-CTGCTCTTCCCCTCCTCTCT-3'<br>Reverse 5'-GGGTGCTTCAAACCTCTTCGT-3'        |
| resistin ( <i>Retn</i> )                                         | Forward 5'-AGTGCGGAAGCATAGACTGG-3'<br>Reverse 5'-ATCACCACCATCATCCATT-3'          |

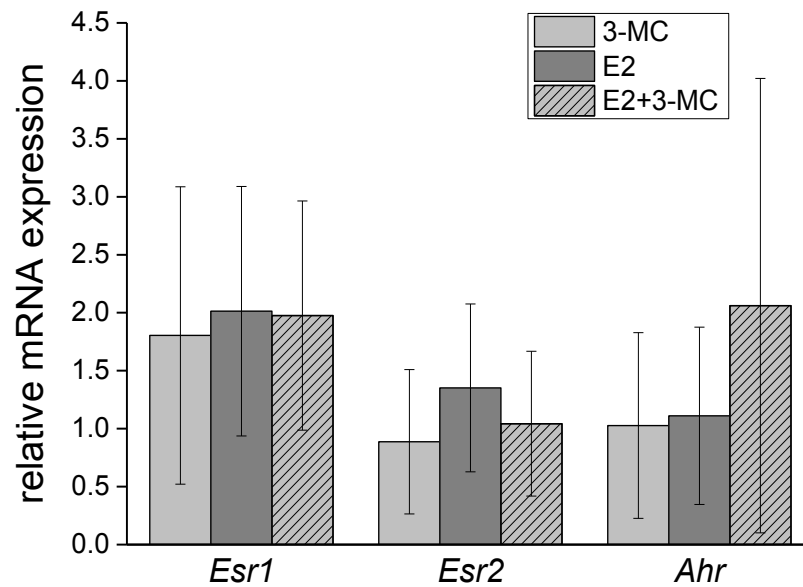

**Figure S1. Expression of *Esr1*, *Esr2* and *Ahr* in mammary glands in ovariectomized (ovx) rats in response to E2 and 3-MC, alone and in combination.**

Ovx rats were treated for three days with E2, 3-MC, E2+3-MC or vehicle control as described in methods. RNA was extracted from mammary glands as described in methods. Expression of individual genes was assessed using *qPCR* as described in methods.

Data are presented as fold change, mean  $\pm$  SD for each treatment group relative to vehicle treated controls. Five to six animals per treatment group were analyzed.

**Table S2. Pathway analysis of E2-regulated genes in the mammary gland of ovx rats.**

| Pathway <sup>a</sup>           | E2 regulated genes involved <sup>b</sup>                                    | p-value <sup>c</sup> |
|--------------------------------|-----------------------------------------------------------------------------|----------------------|
| Cell cycle                     | ↑ <i>Chek2, Ttk, Bub1, Bub1b, Cdc2, Ccnb2, Ccnb1, Mcm7, Pttg1, Plk1</i>     | 7.50E-05             |
| Cell adhesion molecules (CAMs) | ↑ <i>Cdh1, Cldn3, Cldn6, Cldn7, Cldn8, Glycam1, Mpzl1</i><br>↓ <i>Pvrl3</i> | 5.40E-03             |
| p53 signaling pathway          | ↑ <i>Chek2, Cdc2, Ccnb1, Ccnb2, Serpinb5</i>                                | 1.50E-02             |
| Pyruvate metabolism            | ↓ <i>Acaca, Acss2, Me1, Pc</i>                                              | 1.80E-02             |
| Insulin signaling pathway      | ↑ <i>Shc4, Ptpn1</i><br>↓ <i>Acaca, Hk2, Pygl, Slc2a4</i>                   | 4.20E-02             |

<sup>a</sup> Used pathways from the database Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Goto 2000; Kanehisa et al. 2014).

<sup>b</sup> ↑↓ indicates relative expression values of genes up (↑) - or down (↓) - regulated by E2 compared to the vehicle control (fold change  $\geq 1.5$ ) as determined by a cDNA-microarray.

<sup>c</sup> Significance was determined by EASE Score, a modified Fisher Exact p-value.

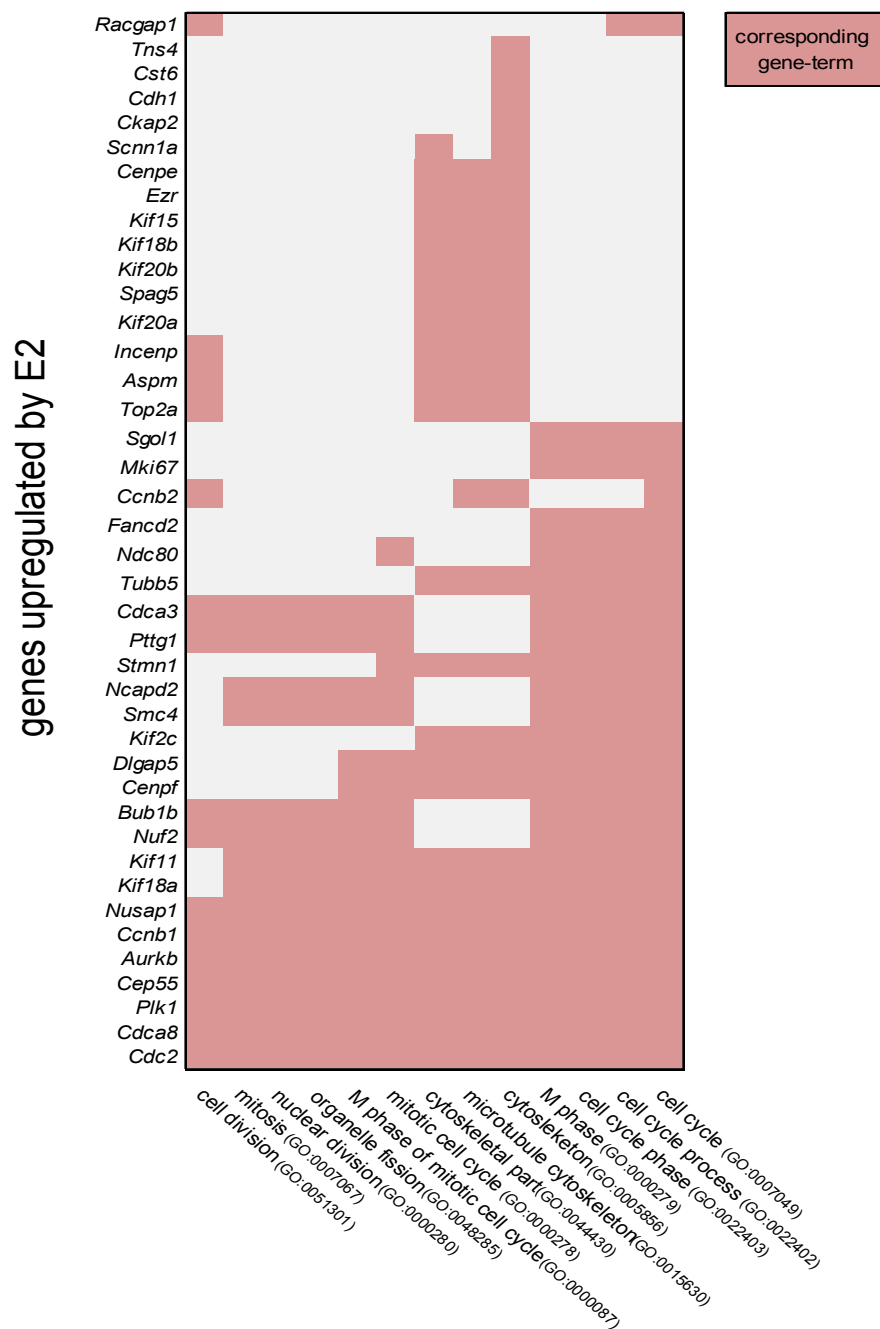

**Figure S2. Functional clustering of E2-upregulated genes in the mammary gland.** Functional annotation clustering was performed to assign E2-upregulated genes to associated biological processes (GO= gene ontology). P-value associated with each annotation (GO) term  $\geq 0.01$  as determined by EASE Score (modified Fisher Exact p-value).

## References

Kanehisa, M., and S. Goto. 2000. "KEGG: Kyoto Encyclopedia of Genes and Genomes."

*Nucleic Acids Research* 28 (1): 27–30.

Kanehisa, Minoru, Susumu Goto, Yoko Sato, Masayuki Kawashima, Miho Furumichi, and Mao Tanabe. 2014. "Data, Information, Knowledge and Principle: Back to Metabolism in KEGG." *Nucleic Acids Research* 42 (Database issue): D199–205. doi:10.1093/nar/gkt1076.

How the deposited data were processed for this re-analysis (not part of the article)

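Whole mammary glands of 12 ovariectomized Lewis rats were profiled, 1 array per rat and 3 rats in each of the groups given vehicle, E2, 3-MC or E2 + 3-MC. According to the methods and the sample labels, total RNA was labeled, hybridized to Affymetrix Rat Gene 1.0 ST arrays and scanned, and the authors summarized the probe signals to intensity values for probe sets with PLIER in Expression Console. The methods add quantile normalization, baseline transformation to the median of the controls and removal of the bottom 20th percentile in GeneSpring. The intensity values used here are linear, are not centred on the controls and still hold the lowest intensities. The array medians differ (85.7 to 109.5), so the probe set values were not brought to 1 common distribution. They were used as the authors provide them, without a further normalization.

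From these values, log2(intensity + 16) was taken. The 23371 probe sets whose mean log2 value over the 12 arrays was above the 20th percentile of all means were tested in R 4.3.3 with limma 3.58.1, in 1 model with a mean for each of the 4 groups, so that every comparison shares 1 moderated estimate of the spread. The comparisons were E2, 3-MC and E2 + 3-MC against vehicle, E2 + 3-MC against E2 and against 3-MC, and the interaction of E2 and 3-MC. All tests were two-sided. A probe set passed at a Benjamini-Hochberg adjusted p under 0.05 over the tested probe sets with at least a 1.5-fold difference. A probe set counted as nearer to vehicle with 3-MC when it had passed with E2 and its E2 + 3-MC mean lay at least 1.5-fold from the E2 mean in the direction opposite to E2. The share kept is the log2 change with E2 + 3-MC divided by that with E2. Intensities are given as the mean and SD of 3 rats, and the level of a gene list in a rat is the median of its members' log2 differences from the vehicle mean. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and gene positions are those of GRCr8.

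Gene lists were tested as counts of members that passed, over all probe sets and when adjusted over the list alone, and as sets with camera (preset correlation 0.01, and again with an estimated correlation) and fry. Adjusted p values of sets are over the lists of a comparison. The lists were the 5 pathways of Table S2, mitosis, DNA replication, milk proteins and secretory function, estrogen and progesterone targets, AHR target genes, the receptors named by the paper, estrogen metabolism, fatty acid and triglyceride synthesis, cholesterol synthesis, glucose uptake and glycolysis, the type I interferon response, and the unfolded protein response and secretion. Cell type lists covered luminal and basal epithelium, white and brown adipocytes, fibroblasts, endothelium, myeloid cells, lymphocytes, skeletal muscle, and epidermis and hair follicle. Genes were named by a rule: in the comparisons of E2 and 3-MC with vehicle and of E2 + 3-MC with E2, the 12 genes with the largest rise and the 12 with the largest fall among those that passed without overlap between the groups, or, where fewer than 5 passed, the 5 probe sets with the smallest p. The rule also took every gene the paper names for the arrays or quantitative PCR, up to 4 members of each list with the largest change past the threshold, and all members of the AHR target and receptor lists. The paper's values for its own genes, in Figures 4B and 5, had been seen when this rule was written. The comparisons, thresholds, lists, naming rule and alternatives were chosen before the data were examined. Exceptions are 2 lists of circadian clock genes, the fits with skeletal muscle as a covariate, with the filter on untransformed means and with a block in 6 arrays (for probe sets and for lists), and the choice of probe sets without a rat of both groups, which were added after seeing the data.

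The rats in each group are numbered 1 to 3, and the paper and labels do not say that a number marks shared rats, litters or days. Deviations from the group means were correlated across probe sets between same-numbered arrays. For vehicle and 3-MC these correlations were 0.341, 0.442 and 0.564, all above 0.1, so these numbers were taken as pairs, on the values alone. In no other 2 groups were all 3 above 0.1, such as 0.130, 0.081 and 0.137 for E2 and E2 + 3-MC.

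The alternatives were no filter, filters on any array or on the 50th percentile, pseudocounts of 1 and 32, quantile normalization applied again, arrays centred on their medians, 1 probe set per gene, limma on 2 groups, with trend and robust settings, with array weights or with rats of the same number as a block, treat against a 1.5-fold null, a 2-fold threshold or none, the methods' t-test with and without adjustment, the fold difference alone, and leaving out each rat in turn. Where a group was left with fewer rats, its spread was taken from the pooled estimate. Depth has no counterpart on arrays, and the number of arrays limits the precision. The procedure was tested on simulated data, with 50 changed probe sets of each size in arrays of this design. With E2 against vehicle, 8 of 50 were called at 1.5-fold, 42 at 2-fold, 48 at 4-fold and 43 at 8-fold, beside 7 unchanged probe sets. For E2 + 3-MC against E2, 3 of 50 were called at 1.41-fold, 37 at 2-fold and 42 at 2.83-fold, beside 1 unchanged probe set. Left out were probe sets below the filter, list members without a probe set of a single symbol, and the paper's measurements other than the arrays.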

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

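The tests of the clock gene lists, of the myeloid list against the AHR targets, of exchanged labels, of dilution by immune cells and of probe sets chosen without rats of both groups were chosen only after the result was seen.

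The following values are signals in gene groups for which the paper reports no array values as a group, where a list passed by camera with its preset correlation and by fry. With E2, the genes of fatty acid and triglyceride synthesis had a median log2 change of -0.97, with 18 of 19 below 0 (camera adjusted p = 6.61e-21, or 0.0566 with an estimated correlation). The luminal epithelial markers had a median of 0.66, with all 19 above 0 (adjusted p = 7.27e-18, or 0.0566). For the adipocyte markers the median was -0.31, with 12 of 13 below 0 (adjusted p = 8.60e-08, or 0.167). The endothelial markers had a median of -0.48, with all 9 below 0 (adjusted p = 1.85e-08, or 0.0799). The genes of estrogen metabolism had a median of -0.24, with 7 of 8 below 0 (adjusted p = 0.0146, or 0.0762), while none passed alone in limma (2 were lower at an unadjusted p under 0.05, and 2 by the methods' t-test). Clock genes expressed in phase with Bmal1 had a median of -0.40 for E2 + 3-MC against vehicle, with 5 of 5 below 0 (adjusted p = 3.36e-06, or 0.0198), and of -0.19 against E2, again with 5 of 5 below 0 (adjusted p = 2.53e-04, or 0.035). Clock genes in phase with Nr1d1 and Dbp had a median of 0.44 for E2 + 3-MC against E2, with 8 of 8 above 0 (adjusted p = 3.02e-07, or 0.035). Both clock lists were made after the data were seen, so their p values are not independent evidence.

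The response to E2 was smaller when 3-MC was given, with a median share kept of 0.559. Probe sets chosen for a large change on the same E2 arrays would show this without any action of 3-MC, but in an E2 rat left out of the choice the share was at most 0.696, under the 0.9 set as the limit for this explanation, which argues against selection as the whole cause. With a vehicle rat left out as well, the share ran from 0.333 to 0.800 over 9 choices. More immune cells in the E2 + 3-MC arrays, whose markers had medians of 0.74 (myeloid) and 0.80 (lymphocyte) over E2, would dilute all other cells, but the markers of fibroblasts, endothelium and adipocytes had medians of 0.0734, 0.141 and 0.223 (standard errors between rats 0.145, 0.148 and 0.166), which argues against such dilution as the whole cause. Fewer epithelial cells in the E2 + 3-MC arrays might add to the pattern, since the luminal markers had a median log2 difference of -0.27 from E2 (standard error between rats 0.155) and the bound for excluding this was -0.38, so it cannot be told apart from lower expression per cell. An effect of 3-MC on the action of E2, which the design gives as the biological explanation, stays open beside it.

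The 303 probe sets higher with E2 had a median log2 change of 1.08. More epithelial cells in the E2 arrays may account for part of this rise, since the luminal markers had a median change of 0.66 (standard error between rats 0.108), above the bound of 0.54 for excluding it. Of the 303, 156 rose by more than the highest luminal marker (1.07), but the pattern as a whole cannot be told apart from a change in the make-up of the gland, because whole glands were measured. A rise within each cell, given by the treatment with E2, stays open.

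AHR target genes differed widely among the 6 rats given 3-MC, over a log2 range of 1.06 in the level of their list. Different amounts of macrophages and other myeloid cells could give a range of 0.372, by the slope of the AHR list on the myeloid list in the 6 arrays without 3-MC, and of 0.578 with 2 standard errors added. The bound for excluding this was 0.53, so it cannot be told apart from a difference in the response of the rats to 3-MC. Of these rats, 3-MC rat 2 (-0.16) and E2 + 3-MC rat 1 (0.05) had low levels, and the other 4 had 0.50 or more. An exchange of both labels with rats not given 3-MC is argued against, since the second highest level without 3-MC was -0.14 (SD of the 6 arrays 0.233). For an exchange of 1 of them, vehicle rat 3 had a level of 0.22, within 2 SD of 0.50. It lay above both low rats in Cyp1b1 (211 against 101 and 154), Ahrr (80.3 against 41.3 and 51.0) and Nqo1 (200 against 72.8 and 87.1). This exchange is argued against for E2 + 3-MC rat 1, with Pgr at 619, Csn2 at 1652 and Areg at 356. In vehicle rat 3 these genes were at 31.1, 80.8 and 50.4. For 3-MC rat 2 the exchange cannot be told apart from a low response. Unlike Cyp1b1, Ahrr and Nqo1, Lefty1 (118 against 79.5 in vehicle rat 3) and C3h20orf96 (15.7 against 36.4, below the filter) ran as the labels say. The paper had picked Lefty1 and C3h20orf96 from these arrays under the given labels, so they are not independent evidence on the exchange. The treatment that each rat took up was not measured on the arrays, and no biological explanation was tested.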

How the results depend on the processing

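The fits with a muscle covariate, with the filter on untransformed means and with a block in 6 arrays, and the shares measured without rats of both groups, were chosen only after the result was seen. No result changed its direction under any alternative run, and no interaction value can be had from the methods' t-test or from fits of 2 groups. With 3 rats per group, leaving out 1 rat moved the counts widely, and genes with a signal near background, such as Cyp1a1 and Esr2, lay below the filter and could not be tested. The count with E2 ran from 85 to 447 when 1 rat was left out, that with E2 + 3-MC against vehicle from 22 to 85, that against E2 from 0 to 10 and that against 3-MC from 19 to 42. With 3-MC alone it was 0 in each case, and the interaction gave 0 to 1. The number of E2-regulated probe sets nearer to vehicle with 3-MC ran from 33 to 147, the share kept from 0.509 to 0.719, and the overlap of the E2 and E2 + 3-MC lists from 20 to 84. These fits hold fewer samples, and why single rats mattered was not tested. No scaling moved the median of all genes by 0.1 or more on the log2 scale.

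In what follows, the cause was not tested except where the setting itself tests fewer probe sets or asks for less or more. By the methods' t-test after adjustment, the counts were 7 with E2, 0 with E2 + 3-MC against vehicle and 0 against 3-MC, with 1 probe set nearer to vehicle, a share kept of 0.856 and an overlap of 0. Without adjustment, this test gave 703 with E2, 32 with 3-MC, 269 with E2 + 3-MC against vehicle, 486 against E2 and 125 against 3-MC, with an overlap of 155. The fold difference alone, which asks for no test, gave 1115, 437, 915, 813 and 416 in the same order, an interaction of 1049, 287 nearer to vehicle and an overlap of 431. Array weights gave 652 with E2, 62 with E2 + 3-MC against vehicle, 7 against E2 and an overlap of 58. The stricter treat gave 24 with E2, 17 with E2 + 3-MC against vehicle, 7 against 3-MC, 5 nearer to vehicle, a share of 0.805 and an overlap of 17, and a 2-fold threshold gave 205 with E2. With 1 probe set per gene, which tests fewer probe sets, E2 + 3-MC gave 22 against vehicle and 14 against 3-MC, with 76 nearer to vehicle and an overlap of 22. Quantile normalization applied again gave 2 for E2 + 3-MC against E2 and 42 against 3-MC, and limma on 2 groups alone gave 359 for E2 + 3-MC against E2. A filter at the 50th percentile left 72 nearer to vehicle, and asking for an adjusted p in E2 + 3-MC against E2 left 0. The share was 0.694, 0.696 and 0.654 when probe sets were chosen without E2 rat 1, 2 or 3 and measured there. With vehicle rats 1, 2 and 3 left out as well, it was 0.800, 0.665 and 0.356 for E2 rat 1, 0.751, 0.626 and 0.333 for E2 rat 2, and 0.753, 0.661 and 0.495 for E2 rat 3. Over all measured members of a list, called or not, it was 0.481 for mitosis and 0.878 for milk proteins.

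With rats of the same number as a replicate block, the counts were 479 with E2, 0 with 3-MC, 47 with E2 + 3-MC against vehicle, 0 against E2 and 28 against 3-MC, with 154 nearer to vehicle, a share of 0.546 and an overlap of 46. With 3-MC against vehicle, camera with its preset correlation gave an adjusted p under 0.05 for 11 of 29 lists in the model of 4 groups and for 15 in the block fit of these 6 arrays. The 11, with the p of both fits, were mitosis (1.96e-14 and 2.67e-16), cell cycle (1.13e-07 and 1.37e-08), DNA replication (2.95e-04 and 6.00e-08), p53 signaling (0.00223 and 9.57e-04), myeloid cells (2.06e-04 and 5.77e-06), lymphocytes (0.0179 and 0.00144), the interferon response (0.018 and 0.00911) and the unfolded protein response (0.0179 and 0.00196), higher with 3-MC, and basal epithelium (9.70e-05 and 5.98e-05), endothelium (2.06e-04 and 1.82e-04) and adipocytes (0.018 and 0.0171), lower. Only the block fit added AHR targets (0.0211, higher), cholesterol synthesis (0.0288, higher), skeletal muscle (1.73e-06, lower) and epidermis and hair follicle (0.0399), whose members moved down relative to other genes while the list's median was 0.01. No list passed in either fit with an estimated correlation or by fry. When adjusted over the list alone, 13 mitosis, 6 cell cycle, 4 myeloid, 3 lymphocyte, 2 AHR target, 2 p53 signaling and 1 replication gene were higher in the block fit. In the model of 4 groups these counts were 0, 3, 0, 0, 0, 2 and 0. In the 3-MC comparison, the block fit changed no other call. With skeletal muscle as a covariate they were 366, 0, 32, 0 and 24, with 124 nearer to vehicle, a share of 0.534 and an overlap of 32. Other alternatives set before gave counts with E2 within 1.5 times 370, from 259 to 493. The number lower with E2 was 67, and 106 with centred arrays, 104 with the replicate block, 188 with array weights, 30 with the 2-fold threshold, and 15 to 120 when 1 rat was left out, while quantile normalization applied again gave 384 higher of 493. For E2 + 3-MC against vehicle the number lower was 2, and 6 with centred arrays, 7 with the replicate block, 9 with array weights, 9 with quantile normalization applied again, 2 with the 2-fold threshold, and 0 to 35 when 1 rat was left out. Over all alternatives set before, 6027 values for single named genes stayed on their side of the threshold, 196 fell short of it and 229 newly passed, and with 1 rat left out these numbers were 4096, 228 and 20. For the gene lists, 126 stayed and 198 fell short, all of them by camera with an estimated correlation or by fry.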

Differences from the paper's values

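The paper states that 3-MC alone modulated 30 entities, and the count here was 0. Of the alternatives set before the data were examined, the methods' t-test at an unadjusted p under 0.05 with the same 1.5-fold threshold gave 32, which lies within 1.5 times the paper's value. The fold difference alone gave 437 and all others gave 0. For entities higher with 3-MC, the paper's value is 25 and the value here 0, with 22 by the same unadjusted test, 363 by the fold difference alone and 0 under the others. For entities lower with 3-MC, the paper's value is 5 and the value here 0, and no alternative came within 1.5 times it, with 10 by the unadjusted test, 74 by the fold difference alone and 0 under the others. The paper states an adjusted p under 0.05 and 1.5-fold as its thresholds, as used here, but with an unpaired t-test in place of limma. With E2, that t-test gave 7 probe sets after adjustment and 703 without it. The paper's count with E2 is 325, and limma gave 370.

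In E2 + 3-MC against vehicle, the paper's count is about 160 in Fig. 4A, read by eye, and the count here was 38. No alternative came within 1.5 times it. The counts ran from 0 by the methods' t-test after adjustment to 915 by the fold difference alone, with 269 by the unadjusted test and 62 with array weights. The paper's overlap of the E2 and E2 + 3-MC lists is about 130 in Fig. 4A, read by eye, and the overlap here was 36. The methods' t-test at an unadjusted p gave 155, within 1.5 times the paper's value, and the others did not come as near, from 0 by that test after adjustment to 431 by the fold difference alone and 58 with array weights.

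Of 59 genes that the paper names for the arrays or quantitative PCR, 54 have a probe set with a single symbol, and 46 of these passed with E2. The paper's Table S2 lists genes as regulated by E2 that did not pass here, namely Chek2 (log2 change 0.71, adjusted p = 0.0536 from limma), Cldn6 (0.63, adjusted p = 0.059), Glycam1 (2.30-fold higher, adjusted p = 0.143), Mpzl1 (0.59, adjusted p = 0.0926), Nectin3 (-0.59, adjusted p = 0.135) and Hk2 (-0.61, adjusted p = 0.188). All 6 were called by the unadjusted test of the methods and by the fold difference alone. Chek2 was also called with trend and robust settings, array weights, the replicate block, quantile normalization applied again, centred arrays, 1 probe set per gene, and without vehicle rat 3 or 3-MC rat 2. Cldn6 was called with array weights, the replicate block, 1 probe set per gene, and without 3-MC rat 2 or 3. Glycam1 was called with limma on 2 groups, with array weights and without E2 + 3-MC rat 1, Mpzl1 with array weights and with quantile normalization applied again, and Nectin3 without 3-MC rat 3. Lefty1, which the paper gives as regulated by 3-MC alone, rose 1.63-fold without passing (adjusted p = 0.92) and was called only by the unadjusted test and by the fold difference alone. The other gene of that pair, C3h20orf96, was at 16.4 with 3-MC and 35.9 with vehicle, below the filter. Of the 54 fold changes that the paper gives in its text or Fig. 4B, 0 differed from those here by more than 1.5 times. By less than that, but by more than the SD between rats, 4 values read by eye in Fig. 4B differed, namely Tph1 (about 4.7 in the paper and 4.75 here), Clca1 (about 4.2 and 4.04), Pc (about -2.1 and -2.203) and Acaca (about -2.3 and -2.61).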

Other observations

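The tests of other splits for E2 + 3-MC against 3-MC and for the interaction, and the clock gene lists and the genes named from them, were chosen only after the result was seen.

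Genes also differed with E2 where 3-MC was present. Against 3-MC alone, 24 probe sets were higher and 2 were lower with E2 + 3-MC. Pgr had a log2 difference of 2.96 (adjusted p = 2.76e-04 from limma), Areg of 2.56 (adjusted p = 0.00169) and Tph1 of 1.96 (adjusted p = 0.00115), while Retn fell by 1.46 on the log2 scale (adjusted p = 0.00396). These 4 calls held when any 1 rat was left out. The genes of the receptors themselves did not pass with E2. Esr1, which encodes ERα, had an intensity of 340.0 ± 99.5 with vehicle, 343 ± 51.9 with E2, 309 ± 139 with 3-MC and 254 ± 45.8 with E2 + 3-MC (SD, n = 3 rats each). The log2 changes with E2 were 0.04 for Ahr, -0.04 for Arnt, its dimerization partner, and 0.25 for Cul4b, a scaffold of ubiquitin ligases. Of these 4 receptor genes, 0 passed with E2 in limma and 0 had an unadjusted p under 0.05 there or by the methods' t-test, with a median of 0.04 (adjusted p = 0.813 with an estimated correlation). Esr2, which encodes ERβ, lay below the filter, from 25.0 to 29.5 in the means of the groups.

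Among gene groups not described so far, 2 lists of clock genes passed as lists between rats given E2 and rats given E2 + 3-MC. No single clock gene passed in the model of 4 groups. These lists were made after the data were seen, so their p values as lists are not independent evidence. Nr1d1, a repressor in the circadian clock, was at 547 ± 89.0 with vehicle, 453 ± 64.9 with E2, 611 ± 56.3 with 3-MC and 969 ± 105.0 with E2 + 3-MC (intensity, SD, n = 3 rats each). It did not pass for E2 + 3-MC against E2 (log2 difference 1.07, adjusted p = 0.101 from limma), and neither did Dbp (1.12), Per3 (0.68), Bmal1 (-0.58) or Npas2 (-0.62). When adjusted over the list alone, 3 of 8 genes in phase with Nr1d1 and Dbp were higher, and 1 of 5 in phase with Bmal1 was lower. In limma on these 6 arrays alone, Nr1d1 (adjusted p = 0.00736) and Dbp (adjusted p = 0.00784) passed, 2 of the 8, and 0 of the 5 did. Of 15 genes of the unfolded protein response, 0 passed with E2 in limma (1 was higher at an unadjusted p under 0.05, and 1 was higher and 1 lower by the methods' t-test), with a median log2 change of -0.11 (adjusted p = 0.785 with an estimated correlation). Of 5 genes of epidermis and hair follicle, 1 rose with E2 (1 when adjusted over the list alone), with a median of 0.19 (adjusted p = 0.672 with an estimated correlation). This was Krt15, a keratin also of basal epithelium, which had an intensity of 643 ± 64.8 with vehicle, 1686 ± 585 with E2 and 562 ± 178 with E2 + 3-MC, and it did not pass without any 1 vehicle rat, E2 rats 1 or 2 or E2 + 3-MC rat 3 (adjusted p up to 0.183). None of 6 AHR targets passed with E2 in limma (0 had an unadjusted p under 0.05 there, and 1 was lower by the methods' t-test), with a median of -0.32 (adjusted p = 0.409 with an estimated correlation). Of 14 interferon genes, 0 passed with E2 in limma and 0 had an unadjusted p under 0.05 there or by the methods' t-test, with a median of -0.19 (adjusted p = 0.672 with an estimated correlation). With E2 + 3-MC against vehicle, 2 probe sets without a single gene symbol passed that had not passed with E2. Their log2 changes were 1.68 (adjusted p = 0.0496) and 0.63 (adjusted p = 0.0413), and 1.19 and 0.32 with E2.

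The same arrays were split in other ways into 3 against 3, which gives 10 splits, too few for a share under 0.05. With E2 against vehicle, the real split called 370 and the highest of the others 0, so that 1 of 10 called as many. For E2 + 3-MC against vehicle, these were 38 and 0, again 1 of 10, and for E2 + 3-MC against E2, 0 and 0, with 10 of 10 splits. The real split of E2 + 3-MC and 3-MC called 26 and 1 other, 3-MC rat 1 with E2 + 3-MC rats 2 and 3 against the rest, called 80, so that 2 of 10 called as many. With 3-MC against vehicle, the real split called 0 and all 10 of 10 called as many, as did the 3 other splits that part all 3 pairs of same-numbered rats, which called 0. Vehicle rats 1 and 2 with 3-MC rat 2, set against vehicle rat 3 with 3-MC rats 1 and 3, called 538. Of these, 454 were higher and 84 lower in the latter, and the split parts only 1 of the same-numbered pairs. This points to a structure of the samples other than the labelled treatment. The split follows the first principal component of the arrays, with values of -19.6, -49.2 and -32.6 against 11.6, 16.2 and 20.6. This component holds 29.3% of the variance and had a correlation of -0.794 with the level of the skeletal muscle list. Muscle alone does not give the split, since 3-MC rat 1 had a muscle level of 1.08. An exchange of the labels of vehicle rat 3 and 3-MC rat 2, left open above, would also give this split. In that split, 8 of 12 myeloid genes, 12 of 29 of mitosis, 11 of 26 of DNA replication, 3 of 10 of the cell cycle, 2 of 6 AHR targets, 2 of 10 lymphocyte genes, 2 of 15 of the unfolded protein response, 1 of 5 of p53 signaling and 1 of 14 interferon genes were higher. Lower were 5 of 13 skeletal muscle genes, 1 of 4 of brown adipocytes and 1 of 17 of glucose uptake and glycolysis. For the interaction, 100 splits were drawn, and all 100 called at least the real count of 0, with 851 as the highest. Every split reaches a real count of 0. The splits therefore say nothing about chance for the interaction, for 3-MC against vehicle or for E2 + 3-MC against E2. The splits with 80, 538 and 851 show that the samples differ in ways other than their labelled groups. The level of the skeletal muscle list was 1.82, 2.20 and -3.89 in the vehicle-treated rats, -0.25, -2.77 and -1.15 with E2, 1.08, 1.70 and -3.78 with 3-MC, and -2.45, -1.99 and -3.46 with E2 + 3-MC.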
